# Human hematopoietic signal peptide-containing secreted 1 (*h*HSS1) modulates genes and pathways in glioma: implications for the regulation of tumorigenicity and angiogenesis

**DOI:** 10.1186/1471-2407-14-920

**Published:** 2014-12-06

**Authors:** Katiana S Junes-Gill, Chris E Lawrence, Christopher J Wheeler, Ryan Cordner, Tristan G Gill, Vernon Mar, Liron Shiri, Lena A Basile

**Keywords:** Glioma, Microarray, *h*HSS1, C19orf63, Cell migration, Cell invasion, Angiogenesis, TCGA database, U87, A172

## Abstract

**Background:**

Human Hematopoietic Signal peptide-containing Secreted 1 (*h*HSS1) is a truly novel protein, defining a new class of secreted factors. We have previously reported that ectopic overexpression of *h*HSS1 has a negative modulatory effect on cell proliferation and tumorigenesis in glioblastoma model systems. Here we have used microarray analysis, screened glioblastoma samples in The Cancer Genome Atlas (TCGA), and studied the effects of *h*HSS1 on glioma-derived cells and endothelial cells to elucidate the molecular mechanisms underlying the anti-tumorigenic effects of *h*HSS1.

**Methods:**

Gene expression profiling of human glioma U87 and A172 cells overexpressing *h*HSS1 was performed. Ingenuity® iReport™ and Ingenuity Pathway Analysis (IPA) were used to analyze the gene expression in the glioma cells. DNA content and cell cycle analysis were performed by FACS, while cell migration, cell invasion, and effects of *h*HSS1 on HUVEC tube formation were determined by transwell and matrigel assays. Correlation was made between *h*HSS1 expression and specific genes in glioblastoma samples in the TCGA database.

**Results:**

We have clarified the signaling and metabolic pathways (i.e. role of BRCA1 in DNA damage response), networks (i.e. cell cycle) and biological processes (i.e. cell division process of chromosomes) that result from *h*HSS1effects upon glioblastoma growth. U87-overexpressing *h*HSS1 significantly decreased the number of cells in the G0/G1 cell cycle phase, and significantly increased cells in the S and G2/M phases (*P* < 0.05). U87-overexpressing *h*HSS1 significantly lost their ability to migrate (*P* < 0.001) and to invade (*P* < 0.01) through matrigel matrix. *h*HSS1-overexpression significantly decreased migration of A172 cells (*P* < 0.001), inhibited A172 tumor-induced migration and invasion of HUVECs (*P* < 0.001), and significantly inhibited U87 tumor-induced invasion of HUVECs (*P* < 0.001). Purified *h*HSS1 protein inhibited HUVEC tube formation. TCGA database revealed significant correlation between *h*HSS1 and *BRCA2* (r = −0.224, *P* < 0.0005), *ADAMTS1* (r = −0.132, *P* <0.01) and endostatin (r = 0.141, *P* < 0.005).

**Conclusions:**

*h*HSS1-overexpression modulates signaling pathways involved in tumorigenesis. *h*HSS1 inhibits glioma-induced cell cycle progression, cell migration, invasion and angiogenesis. Our data suggest that *h*HSS1 is a potential therapeutic for malignant glioblastoma possessing significant antitumor and anti-angiogenic activity.

## Background

Human Hematopoietic Signal peptide-containing Secreted 1 (*h*HSS1) is a truly novel protein, as it has no homology to any known protein, or protein domain. Consequently, *h*HSS1 defines a new class of secreted factors. Although little is known about *h*HSS1, there is evidence that *h*HSS1 is one of the glucose-responsive genes with both mRNA and protein secretion being regulated by glucose [1]. As such, it is speculated that *h*HSS1 could be associated with the functions of pancreatic islets, specifically beta-cells [1]. Recently, *h*HSS1 was identified as endoplasmic reticulum (ER) membrane protein complex subunit 10 (EMC10), one of the components of ER associated degradation (ERAD), an ubiquitin and proteasome dependent process [2]. The mouse orthologue of *h*HSS1 (C19orf63) is the only gene that is highly expressed in mice with the 22q11.2 microdeletion, an animal model used to study the association between 22q11.2 microdeletion and a strong risk for schizophrenia development [3]. Up-regulation of Mirta 22, the mouse orthologue of *h*HSS1, was shown to be responsible for abnormal neuronal morphology through the inhibition of neuronal connectivity, again linked to schizophrenia susceptibility and cognitive deficit [3]. It was also verified that Mirta 22 expression was purely neuronal and located in the Golgi apparatus [3]. We have previously demonstrated that ectopic overexpression of *h*HSS1 has a negative modulatory effect on cell proliferation and tumorigenesis, in both *in vitro* and *in vivo* murine model of glioblastoma [4]. However, the molecular mechanism by which *h*HSS1 suppresses cell proliferation and tumorigenesis has yet to be defined.

The National Cancer Institute (NCI) estimates that 22,340 new cases and 13,110 deaths from brain and other nervous system cancers occurred in US in 2011. Malignant gliomas are the most common and most aggressive primary brain tumor, accounting for more than half of the new cases of primary malignant brain tumors diagnosed each year in US [5]. Given the fatal effect of most neurological and brain cancers, novel approaches are needed to increase survival rate of patients diagnosed with these diseases. Contemporary treatment modalities do not substantially increase the survival rate and generally are not curative. There is a critical need to elucidate novel pathways and factors involved in the inhibition of tumor growth in glioma, in order to facilitate the development of novel anti-tumoral therapeutics that may be key in controlling and, eradicating malignant glioma. Identifying and characterizing novel proteins, such as *h*HSS1, opens up the possibility of discovering such novel biological functions and pathways. Thus, it is critical to characterize and dissect the anti-tumoral effect of *h*HSS1.

Here we have defined the global expression profile of A172 and U87 human glioma-derived cells overexpressing *h*HSS1 to gain insights into the mechanism by which *h*HSS1 acts on glioma cells and to further elucidate its function. For this purpose, we used microarray analysis to determine cellular transcriptional changes in response to 96–120 hours of *h*HSS1 overexpression in stably transfected cells [4]. Focused analysis of these time points would allow the identification of early *h*HSS1 regulated genes involved in the cytostatic effect exerted by *h*HSS1 in A172 and U87 human glioma-derived cells. cDNA microarray analysis might be useful for the elucidation of the key factors in tumorigenesis, and facilitate identification of genes involved in pathways related to *h*HSS1. This could lead to significant progress in the treatment of human disease by defining new therapeutics and novel molecular targets, particularly in glioma. Analysis of the TCGA database and the effect of *h*HSS1 on cell cycle, migration and invasion of glioma-derived cells, as well as the effect of *h*HSS1 on the angiogenic properties of HUVEC are described.

## Methods

### Cell culture

A172 glioma cell lines (ATCC, Manassas, VA, USA) were cultured in DMEM supplemented with 10% FBS (Life technologies, Grand Island, NY, USA). The human U87 glioma cell line (ATCC HTB-14) was maintained in alpha-MEM (ATCC, Manassas, VA, USA) supplemented with 10% FBS. HUVECs (LONZA, Allendale, NJ, USA) were maintained in EGM (LONZA, Allendale, NJ, USA).

### Stable transfection

The glioblastoma-derived A172 and U87 cell lines were stably transfected with *h*HSS1 as previously described [4]. Stable clones were maintained with 500ug ml^−1^ of G-418 (Invitrogen, Carlsbad, CA, USA) added to the cultures. The pcDNA3.1 construct used to stably express *h*HSS1 had a 6-His tag in-frame fused at the C-terminal of the *h*HSS1 gene.

### Transcript expression profiling using microarray

GeneChip Human Gene 1.0 ST Array (*Affymetrix*, Santa Clara, CA, USA) was used to obtain transcript expression profiles in wild type (non-transfected), mock stable-transfected (pcDNA3.1 empty vector) and *h*HSS1-stable-transfected (pcDNA3.1-*h*HSS1) U87 and A172 cells. U87 cells (4 × 10^5^) were cultured in duplicate in 10 cm plates and incubated at 37°C, 5% CO_2_. After 5 days, cells were harvested by trypsinization and viability determined by trypan blue exclusion. A172 cells (2 × 10^5^) were plated in triplicate in 10 cm plates and after 4 days the cells were harvested and counted. The expression profile of one clone of U87 cells and two clones of A172 cells (C#7 and C#8) expressing *h*HSS1 was evaluated. Expression of *h*HSS1 mRNA on stable clones was confirmed using qRT-PCR prior to microarray analysis. Total RNA was isolated using the RNeasy minikit (Qiagen, Valencia, CA, USA). During the RNA purification process samples were treated with DNAse on the column before washing with buffer RPE. RNA characterization and chip analysis was carried out at the Functional Genomics Core of the City of Hope (Duarte, CA, USA) and at the Core Facility of Children’s Hospital Los Angeles (Los Angeles, CA, USA). Technical replicates of U87 RNA samples were evaluated in triplicates and A172 cells were evaluated in biological triplicates. Expression values were determined using dChip (July 9, 2009 build) or Partek software (St. Louis, MO, USA). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [6] and are accessible through GEO Series accession number GSE61780 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61780).

### Network and pathways analysis

Ingenuity Pathway Analysis (IPA, Ingenuity® Systems, http://www.ingenuity.com, Redwood City, CA, USA) was done using differentially expressed genes (DEGs) with *P* < 0.001 with at least a 1.3 (A172 cells) and 1.5 (U87 cells) fold-change between *h*HSS1 expressing cells and control. For Ingenuity® iReport analysis (Ingenuity® Systems, http://www.ingenuity.com, Redwood City, CA, USA), gene expression was considered significant at *P* < 0.05 and a fold change cutoff of 2 (U87 cells) and 1.5 (A172 cells) were deemed significant. A lower cutoff was chosen for A172 cells because of the small number of DEGs. The scores generated by the network and pathway analysis are derived from a *P*-value and indicates the likelihood of the focus gene connectivity to be due to random chance. A score of 2 indicates that there is a 1 in 100 chance that the focus genes are together in a network due to random chance. Therefore, scores of 2 or higher have at least a 99% confidence of not being generated by random chance alone.

### qRT-PCR

Validation of DEGs from the microarray analysis was done by quantitative RT-PCR. cDNA synthesis was performed by reverse transcription of total RNA using Transcriptor First Strand cDNA Synthesis Kit (Roche, Indianapolis, IN, USA). qRT-PCR was performed using gene-specific primers and hydrolysis probes (Biosearch Technologies, Petaluma, CA, USA) and LightCycler 480 Probes Master Kit reagents (Roche, Indianapolis, IN, USA). All reactions were performed in triplicate, using a total of 18 μl/well with primer concentration of 100 nM, in a LightCycler 480 System (Roche, Indianapolis, IN, USA). Five different target genes were selected for each cell line. Each target was normalized to RPL32 housekeeping gene. Relative expression was calculated using LightCycler 480 Software 1.5 version (Roche, Indianapolis, IN, USA). Fold-change was determined by the ratio between cells overexpressing *h*HSS1/cells overexpressing empty vector, and represented by fold-change if >1 and −1/fold-change if <1. Data were represented as mean values of biological triplicates (A172) and technical triplicates (U87).

### Cell cycle analysis

Exponentially growing U87 cells at growth curve day 4 and A172 cells at growth curve day 5 [4] were harvested by trypsinization and stained with 50 μg/ml propidium iodide, 100 μg/mL RNAase DNase-free (Roche, Indianapolis, IN, USA). DNA content and cell cycle distribution were analyzed by FACS (Beckman Counter, EPICS-XL, Fullerton, CA, USA). Two independent experiments were performed.

### Transwell migration assay

BD BioCoat transwell chambers (BD Biosciences, Bedford, MA, USA) with 8-μM pore size PET membrane inserts for 24-well plates were used according to the manufacturer instructions. Briefly, 5 × 10^4^ cells in serum free medium (DMEM or EMEM) were plated in the upper well of the transwell chambers, whereas medium supplemented with 10% FBS was added to the lower chamber as the chemoattractant. Following a 22 h incubation, the cells on the upper side of the inserts were removed using a cotton swab. The inserts were fixed in cold methanol and stained with hematoxylin and eosin (H&E, Sigma-Aldrich, St. Louis, MO, USA). The number of migrated cells attached to the other side of the insert was counted from 9 random fields using a BX41 Olympus microscope (Center Valley, PA, USA) equipped with 20X objective lens. Pictures were taken at a magnification of 200× using a DP73 camera (Olympus, Center Valley, PA, USA) mounted on the microscope. Two independent experiments were done in duplicates. We performed a co-culture assay to verify a glioblastoma cell-induced migration of HUVEC cells. Briefly, U87 or A172 cells (2.5 × 10^5^) were seeded in the outer chamber of a 24-well plate with DMEM or EMEM supplemented with 2% FBS. Cells were allowed to adhere for 8 h at 37°C, 5% CO_2_. After that, media was changed to serum-free media containing 0.1% BSA and incubated overnight at 37°C, 5% CO_2_ for conditioned media production. Next day, 2.5 × 10^4^ HUVEC cells (1:10 ratio of glioblastoma cells) in serum-free media containing 0.1% BSA were seeded in the upper chamber. After 24 h, migrated cells from 21 fields were counted. Pictures were taken at a magnification of 200×. Two independent experiments were performed in duplicates.

### Transwell invasion assay

Invasion assays were performed using BD BioCoat Matrigel Invasion Chambers (BD Biosciences, San Jose, CA, USA) according to the manufacturer instructions. Briefly, A172 or U87 (5 × 10^4^) cells in serum free medium (DMEM or EMEM) were plated in the upper well of the transwell chambers, whereas medium containing 10% FBS was placed into the lower chamber. The cells were allowed to invade thought the matrix for 24 h. After that, the cells growing on matrigel in the upper chamber were removed using a cotton swab. The inserts were fixed in cold methanol and stained with H&E. The number of invaded cells attached to the other side of the insert was counted from 9 random fields. Pictures were taken at a magnification of 200×. Two independent experiments were done in duplicates. Co-culture assay to verify a glioblastoma cell-induced invasion of HUVEC cells was performed. This experiment was done using the same conditions as mentioned above for the HUVEC co-culture migration assay, with the exception that inserts coated with matrigel were used. Two independent experiments were done in duplicate.

### Angiogenesis assay

The angiogenesis *in vitro* assay was conducted in 96-well plates coated with 50 ul of ECMatrix™ (Millipore, Billerica, MA, USA) following the manufacturer’s instructions. HUVEC cells (2.5 × 10^4^ cells/well) were treated with purified *h*HSS1-his or vehicle control (PBS 1X) in EGM (LONZA, Allendale, NJ, USA) containing 1.2-1.5% FBS. Briefly, cells were pre-treated with 500 nM and 200 nM of *h*HSS1-his or vehicle control for 3 h at 37°C, 5% CO_2_. Vehicle control was diluted following the protein dilution scheme. HUVECs were then plated onto matrigel-coated plates and incubated at 37°C, 5% CO_2_ for 8 h to allow tube formation. After that, cells were stained with 0.5% crystal violet diluted in 50% ethanol and 5% formaldehyde and tube formation was evaluated. Two independent experiments were done in duplicate.

### TCGA database analysis

We selected 428 glioblastoma (GBM) samples from the TCGA database that had both level 3 UNC Agilent G4502A microarray gene expression data and corresponding clinical information. A list of 12 genes was prospectively selected to correlate with *h*HSS1 gene expression. These genes were: *ADAMTS1, APLN, BRCA1, BRCA2, CDKN2A, COL18A1* (endostatin), *EGFR, JAM2, MMP9, RAD51, STAT3*, and *THBS1. h*HSS1 expression was compared with the selected genes using pairwise Pearson correlations, with r values ≥ 0.128 being considered significant. High and low *h*HSS1 expression (Log2-transformed) was subdivided by the median expression level of the GBM cohort, and mean gene expression levels between high and low *h*HSS1 expression cohorts for each of the 12 genes was compared by the two-tailed Student’s t-test. Differences were considered statistically significant when *P* < 0.01.

### Statistical analysis

Differences among groups in the cell cycle analysis were determined by one way ANOVA with Tukey’s test for pairwise post-hoc comparisons. Differences were considered statistically significant when *P* < 0.05. For the migration and invasion assays, two-tailed Student’s t-test was performed to establish the statistical significance of differences between control cells and *h*HSS1-expressing cells. Differences were considered statistically significant when *P* < 0.01.

## Results

### Overview of microarray analysis

Exponentially growing A172 and U87 cells were harvested after 4 and 5 days, respectively. *h*HSS1-expressing cells and control cells were at confluence 40-80% when harvested. Trypan blue analysis of the number of viable cells showed a significant anti-proliferative effect in both cell lines expressing *h*HSS1 as compared to the control cells (A172/U87 wild-type and A172/U87-pcDNA3.1 empty vector). This supports our previously reported data [4].

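Expression was profiled in 3 groups of U87 cells, an established human glioblastoma line. These were untransfected wild-type cells, cells stably transfected with the empty pcDNA3.1 vector (mock) and 1 clone stably transfected with pcDNA3.1-hHSS1. The mock cells are labelled as a stable clone. The gene of hHSS1 is named C19orf63 in the array annotation and EMC10 in current nomenclature. Cells were plated at 400000 per plate and harvested after 5 days, and stable clones were kept in 500 μg of G-418 per ml. Each group had 3 arrays, which the methods describe as technical replicates of U87 RNA, from cells cultured in duplicate plates. The authors made the expression values with dChip or Partek, and the paper's text does not name which of them served for U87, nor the background correction and normalization. The deposited values are intensities on a linear scale that had been normalized between arrays, 1 value for each of 33252 probe sets and each of the 9 arrays. Array medians lay between 151.3 and 164.3, and 7.19% to 8.07% of the values of an array were under 16. For the values given here, log2 of the intensity was taken and the brightest probe set of each gene was kept among those annotated with exactly 1 gene, which left 18163 genes. limma was fitted to all 9 arrays for hHSS1 against mock, hHSS1 against wild type and mock against wild type. A gene is called higher or lower at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold. Means and SDs are of the intensities of the 3 arrays of a group. The methods do not say how the plates relate to the arrays. Because the arrays of a group are described as technical replicates, a p measures the spread between arrays only. As hHSS1 was profiled in 1 clone, an effect of hHSS1 cannot be separated from a property of the clone or of its culture. The number of arrays limits the precision of each value.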

Total RNA was analyzed on *Affymetrix* GeneChip Human Gene 1.0 ST Array which contains 28,869 genes represented by approximately 26 probes spread across the full length of the gene. These genes, along with their fold-change values, served as input to Ingenuity® iReport or IPA (Ingenuity® Systems, http://www.ingenuity.com). Canonical pathways are shown as depicted by Ingenuity® iReport or IPA. A right-tailed Fisher's exact test was used to identify over-represented functions/canonical pathways. The *P*-values derived through these analyses were based on: 1) total number of functions/canonical pathways eligible molecules that participate in that annotation; 2) total number of knowledge base molecules known to be associated with that function; 3) total number of functions/canonical pathways eligible molecules, and 4) total number of genes in the reference set.

### Up-regulated and down-regulated genes in *h*HSS1-overexpressing A172 and U87 cells

With a cutoff value of a 2 fold change (FC), expression of 1,034 genes was significantly altered when *h*HSS1 was overexpressed in U87 cells (Table 1 and Table 2). 

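In U87-hHSS1 cells 367 genes were higher and 667 were lower than in mock cells at the stated fold change and an adjusted p under 0.05 from limma (n = 3 arrays per group). Several of the largest changes concerned genes outside Table 1 and Table 2. PCLO, a scaffold protein of the presynaptic active zone, rose 19.6-fold, from 37.2 ± 6.47 to 723 ± 52.3 (SD, n = 3). G0S2, an inhibitor of adipose triglyceride lipase, rose 14.6-fold, from 112.3 ± 28.2 to 1617 ± 162, with wild-type cells in between at 569.8 ± 36.3. GJB2, a gap junction connexin, fell 15.2-fold to 24.7 ± 4.03 and SERPIND1, the thrombin inhibitor heparin cofactor II, fell 11.3-fold to 66.0 ± 2.68. With 16 added before the log the fall of GJB2 was 9.56-fold, and GJB2 had a log2 fold change of -1.50 between mock and wild type. Of the 1034 called genes, 1033 had hHSS1 arrays that did not overlap the mock arrays. Chance gives this separation to 10% of genes, and 46.4% of all tested genes had it. As the genes were called on these same arrays, the separation largely follows from the call and is not separate evidence. Against wild-type cells, 302 genes were higher and 607 lower. Of all called genes, 218 were higher and 479 lower than both controls, and as both comparisons use the same hHSS1 arrays they are not independent. Another 334 genes were called against mock only, of which 226 changed at least 1.5-fold in the same direction against wild type at an adjusted p under 0.05. Of the 54 measured genes of Table 1 and Table 2, 53 were called against mock and 46 against both controls, and for 17 of them mock cells also differed from wild-type cells. With 16 added before the log, THBS1 (1.999-fold) and DOK5 (1.847-fold) of Table 2 fell under the 2-fold minimum against wild type.

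**Figure D1:**
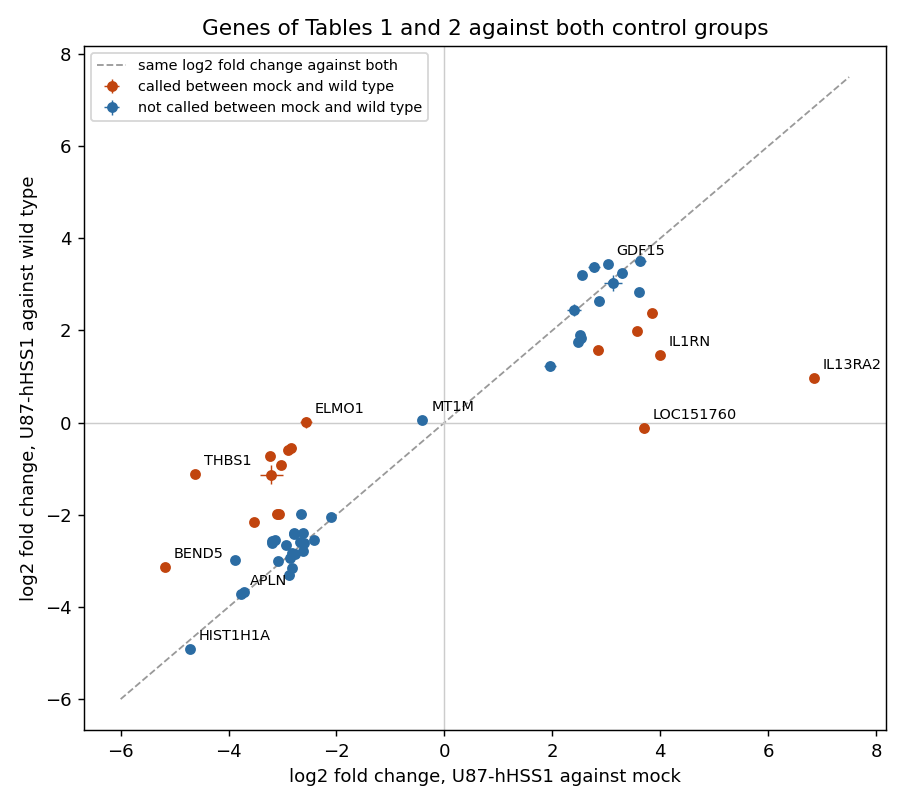
Each point is 1 of the 54 measured genes of Table 1 and Table 2, with its log2 fold change in U87-hHSS1 cells against mock cells (horizontal axis) and against wild-type cells (vertical axis). Bars are standard errors from limma (n = 3 arrays per group), the dashed line marks equal changes, and the 17 genes that differed between mock and wild-type cells are drawn in orange.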

The molecules *JUN*, *CDK1*, *VEGFA* and *FOS* showed the highest connectivity ranking. 

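FOS and JUN encode subunits of the AP-1 transcription factor, and CDK1 encodes the kinase that drives entry into mitosis. FOS fell 6.16-fold in U87-hHSS1 cells, from 2843 ± 89.5 in mock cells to 462.5 ± 29.2 (SD, n = 3 arrays). CDK1 fell 5.67-fold, from 1447 ± 32.1 to 255.3 ± 10.7. JUN measured 5810 ± 100 in mock and 3153 ± 118 in hHSS1 cells, a 1.84-fold lower value that stays under the 2-fold minimum. Of 26 measured immediate early and AP-1 genes, 4 fell and 1 rose, with the same counts when adjusted over the list alone. FOSB, another AP-1 subunit, fell 4.79-fold, IER2 fell 3.03-fold and the growth-induced zinc finger factor EGR1 fell 3.08-fold, while the stress-induced factor ATF3 rose 2.25-fold. The log2 fold change was -2.62, standard error 0.059, adjusted p = 1.6e-08 for FOS, -2.50, standard error 0.056, adjusted p = 1.6e-08 for CDK1, and -0.88, standard error 0.049, adjusted p = 1.6e-06 for JUN, all from limma. Against wild-type cells the log2 fold changes were -2.39, -2.52 and -0.81, and 3 of the list fell and 0 rose, with EGR1 and ATF3 not called. Over the list, the mean log2 fold change was -0.61 (adjusted p = 3.4e-07 from limma's camera), with adjusted p = 0.21 with an estimated correlation, and FOS is also in Table 2. VEGFA was not analysed here.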

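Among transcriptional regulators, MYBL2, a factor that drives genes of the late cell cycle, fell 8.47-fold in U87-hHSS1 cells, from 1707 ± 9.79 in mock cells to 201.9 ± 14.0 (SD, n = 3 arrays). Of the growth factors, the stress-induced cytokine GDF15 rose 8.13-fold, from 294.9 ± 13.6 to 2400 ± 144, and placental growth factor (PGF) fell 9.17-fold, from 1278 ± 44.1 to 139.4 ± 5.15. Among enzymes, the mucin-type glycosyltransferase GCNT3 rose 5.29-fold and FBXO32, the substrate receptor of a ubiquitin ligase, rose 6.84-fold, while SLFN11, a factor that acts at stressed replication forks, fell 8.79-fold and the pyruvate dehydrogenase kinase PDK3 fell 6.91-fold. Of the phosphatases, ACPP fell 14.8-fold, and PTPRF also fell. C3AR1, the receptor of complement fragment C3a, rose 12.2-fold, RSPO3, a secreted enhancer of Wnt signaling, rose 7.19-fold, and GPR155 fell 8.41-fold. Between mock and wild type RSPO3 had a log2 fold change of -1.26 and GPR155 of 1.10. Adjusted p-values from limma were 1e-08 for MYBL2, 1.7e-08 for GDF15, 3.9e-09 for PGF, 1.4e-06 for GCNT3, 3.9e-09 for C3AR1 and 2.5e-08 for PTPRF. PTPRF differed between the controls, with 180.4 ± 5.25 in wild-type, 896 ± 13.0 in mock and 119.8 ± 11.8 in hHSS1 cells, so that its log2 fold change was -2.91 against mock and -0.59 against wild type, under the 2-fold minimum.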

The most down and up-regulated genes were functionally heterogeneous, among them were transcriptional regulators (*ANKRD1*, *MYBL2*), growth factors (*GDF15, PGF*) enzymes (*SLFN11, DHCR24, FBXO32, GCNT3*), transporters (*ATP6V0D2*), phosphatases (*ACPP, PTPRF*), peptidases (*ADAMT55*), cytokines (*IL1RN, IL1A*), kinases (*PDK3, RSPO3*), G-protein coupled receptors (*GPR155, C3AR1*) and transmembrane receptors (*IL13RA2*). 

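Among the less characterized transcripts, the lipase family member PNLIPRP3 rose 11.9-fold in U87-hHSS1 cells, from 208.3 ± 5.32 in mock cells to 2479 ± 39.1 (SD, n = 3 arrays). LOC654433 rose 9.82-fold, from 116.7 ± 16.6 to 1139 ± 23.4, and ANO3, a member of the anoctamin family, rose 7.30-fold, from 25.7 ± 3.13 to 186.7 ± 2.52. FAM111B fell 7.33-fold to 151.5 ± 22.1, C4orf49 8.59-fold to 127.6 ± 4.23 and FAM70A 7.69-fold to 201.9 ± 21.4. The controls also differed for PNLIPRP3 and C4orf49 (log2 fold changes of -1.57 and 1.11 between mock and wild type), and more so for LOC151760 and GLB1L2. LOC151760 measured 1529 ± 149 in wild-type, 108.3 ± 8.91 in mock and 1400 ± 85.7 in hHSS1 cells, a log2 fold change of 3.69 against mock and -0.12 against wild type (adjusted p = 0.34 from limma). GLB1L2 had a log2 fold change of -3.24 against mock, -0.73 against wild type and 2.51 between mock and wild type. MT1M, a metallothionein that binds zinc and copper, measured 7459 ± 280 in mock and 5609 ± 309 in hHSS1 cells, a log2 fold change of -0.41, standard error 0.058, adjusted p = 0.00048 from limma, under the 2-fold minimum. Of 9 measured metallothioneins, 2 fell against mock, also when adjusted over the list alone, and 0 against wild type, where 4 had an unadjusted p under 0.05 and limma's fry gave an adjusted p of 0.76 for the list. MT1M is in Table 2, and the 2 that fell were MT3 (9.09-fold) and MT1F (3.16-fold). The mean log2 fold change of the list against mock was -0.62 (adjusted p = 0.0034 from camera), with adjusted p = 0.21 with an estimated correlation. For the list against mock fry gave an adjusted p of 1.3e-06. CT45A5 and FAM115C were not analysed here.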

There were many transcripts represented that did not have any known protein subcellular localization (*CT45A5, PNLIPRP3, LOC654433, LOC151760, ANO3, MT1M, GLB1L2, FAM115C, C4orf49, FAM111B, FAM70A*) (Table 1 and Table 2).

**Table 1:** **21 most up-regulated genes following** ***h*** **HSS1 overexpression in U87 cells**

Symbol	Gene name	FC
**IL13RA2**	Interleukin 13 Receptor, Alpha 2	112.836
**CT45A5**	Cancer/testis Antigen Family 45, Member A5	37.258
**ATP6V0D2**	Atpase, H+ Transporting, Lysosomal 38 kda, V0 Subunit D2	17.409
**C3AR1**	Complement Component 3a Receptor 1	13.828
**IL1RN**	Interleukin 1 Receptor Antagonist	12.769
**PNLIPRP3**	Pancreatic Lipase-related Protein 3	11.422
**LOC654433**	Hypothetical Loc654433	11.361
**LOC151760**	Hypothetical Loc151760	10.637
**FAM198B**	Family with Sequence Similarity 198, Member B	8.365
**GDF15**	Growth Differentiation Factor 15	8.017
**ANKRD1**	Ankyrin Repeat Domain 1 (Cardiac Muscle)	7.661
**FBXO32**	F-box Protein 32	7.469
**RSPO3**	R-spondin 3 Homolog (Xenopus Laevis)	7.223
**NR0B1**	Nuclear Receptor Subfamily 0, Group B, Member 1	6.862
**IL1A**	Interleukin 1, Alpha	6.842
**GCNT3**	Glucosaminyl (N-acetyl) Transferase 3, Mucin Type	6.809
**GABRA2**	Gamma-aminobutyric Acid (Gaba) a Receptor, Alpha 2	6.791
**NCAM2**	Neural Cell Adhesion Molecule 2	6.704
**ANO3**	Anoctamin 3	6.597
**ADAMTS5**	Adam Metallopeptidase with Thrombospondin Type 1 Motif, 5	6.263
**CD55**	Cd55 Molecule, Decay Accelerating Factor for Complement (Cromer Blood Group)	6.159

FC represents fold change at q ≤ 0.05 of a gene following *h*HSS1 modulation compared to cells stably transfected with vector control.

**Table 2:** **37 most down-regulated genes following** ***h*** **HSS1 overexpression in U87 cells**

Symbol	Gene name	FC
**DHCR24**	24-dehydrocholesterol Reductase	-6.046
**FOS**	Fbj Murine Osteosarcoma Viral Oncogene Homolog	-6.103
**COL1A1**	Collagen, Type I, Alpha 1	-6.132
**PDK3**	Pyruvate Dehydrogenase Kinase, Isozyme 3	-6.236
**PGF**	Placental Growth Factor	-6.268
**CASC5**	Cancer Susceptibility Candidate 5	-6.276
**KIF11**	Kinesin Family Member 11	-6.342
**ERCC6L**	Excision Repair Cross-complementing Rodent Repair Deficiency, Complementation Group 6-like	-6.36
**KIF15**	Kinesin Family Member 15	-6.494
**SPC25**	Spc25, Ndc80 Kinetochore Complex Component, Homolog (S. Cerevisiae)	-6.902
**C7orf68**	Chromosome 7 Open Reading Frame 68	-7.093
**IGFBP1**	Insulin-like Growth Factor Binding Protein 1	-7.129
**FAM70A**	Family with Sequence Similarity 70, Member A	-7.265
**ESCO2**	Establishment of Cohesion 1 Homolog 2 (S. Cerevisiae)	-7.283
**PTPRF**	Protein Tyrosine Phosphatase, Receptor Type, F	-7.283
**GPR155**	G Protein-coupled Receptor 155	-7.323
**HIST1H2BM**	Histone Cluster 1, H2bm	-7.326
**NID1**	Nidogen 1	-7.326
**MKI67**	Antigen Identified by Monoclonal Antibody Ki-67	-7.88
**ELMO1**	Engulfment and Cell Motility 1	-7.918
**DOK5**	Docking Protein 5	-7.943
**FAM111B**	Family with Sequence Similarity 111, Member B	-7.975
**RRM2**	Ribonucleotide Reductase M2	-8.078
**MYBL2**	V-myb Myeloblastosis Viral Oncogene Homolog (Avian)-like 2	-8.361
**IGFBP3**	Insulin-like Growth Factor Binding Protein 3	-8.394
**SLFN11**	Schlafen Family Member 11	-8.461
**C4orf49**	Chromosome 4 Open Reading Frame 49	-8.636
**FAM115C**	Family with Sequence Similarity 115, Member C	-10.234
**ACPP**	Acid Phosphatase, Prostate	-10.234
**APLN**	Apelin	-10.699
**GLB1L2**	Galactosidase, Beta 1-like 2	-10.894
**TIMP3**	Timp Metallopeptidase Inhibitor 3	-10.898
**MT1M**	Metallothionein 1 m	-11.858
**BEND5**	Ben Domain Containing 5	-12.104
**TXNIP**	Thioredoxin Interacting Protein	-12.625
**HIST1H1A**	Histone Cluster 1, H1a	-15.458
**THBS1**	Thrombospondin 1	-18.526

FC represents fold change at q ≤ 0.05 of a gene following *h*HSS1 modulation compared to cells stably transfected with vector control.

The most up-regulated genes in U87 cells were interleukins and receptors (*IL1A, IL13RA2, IL1RN*), *CT45A5* from the cancer/testis (CT) family of antigens, and the cytoplasmic transporter *ATP6V0D2* (Table 1). 

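IL1A, a proinflammatory cytokine, rose 5.86-fold in U87-hHSS1 cells, from 582 ± 18.1 in mock cells to 3413 ± 264 (SD, n = 3 arrays). IL1RN, the secreted antagonist of the interleukin-1 receptor, rose 15.9-fold, from 91.7 ± 7.6 to 1460 ± 55.4. IL13RA2, a receptor that binds interleukin-13 without the signaling domain of the other receptor chain, rose 114.6-fold against mock cells (73.9-fold with 16 added before the log). Mock cells were lower than wild-type cells by a log2 fold change of -5.87. ATP6V0D2, a subunit of the proton pump that acidifies lysosomes, rose 14.5-fold, from 53.7 ± 6.38 to 773.5 ± 29.0, with -1.48 on the log2 scale between mock and wild type. IL1RN measured 527.6 ± 9.38 in wild-type cells, a log2 fold change of -2.53 between mock and wild type, and its log2 fold change in hHSS1 cells was 4.00 against mock and 1.47 against wild type. Of 29 measured interleukins and interleukin receptors, 5 rose and 2 fell, with the same counts when adjusted over the list alone, and 3 of the list are in the paper's tables. Against wild type 2 rose and 1 fell. The signaling receptor IL1R1 rose 3.30-fold against mock and was not called against wild type (log2 fold change 0.89). The mean log2 fold change of the list was 0.44 and its median -0.06. The list did not pass camera (adjusted p = 0.61), whereas fry gave an adjusted p of 1.7e-07. Of 18 measured cancer/testis antigens, 0 were called by limma, also when adjusted over the list alone, with 3 at an unadjusted p under 0.05, and fry gave an adjusted p of 0.64. CT45A5 was not analysed here. Adjusted p-values from limma were 3.2e-08 for IL1A, 4.4e-09 for IL1RN and 2.4e-08 for ATP6V0D2.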

The most down-regulated genes were thrombospondin 1 (*THBS1*) and histone cluster 1 (*HIST1H1A*). 

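THBS1, a matricellular glycoprotein with antiangiogenic activity, fell 24.7-fold in U87-hHSS1 cells, from 2206 ± 41.6 in mock cells to 89.4 ± 1.89 (SD, n = 3 arrays). HIST1H1A, a linker histone made in S phase, fell 26.3-fold, from 2626 ± 136 to 100.1 ± 6.93. Of 46 measured replication-dependent histone genes, 39 fell and 1 rose, with the same counts when adjusted over the list alone, and 40 fell against wild type. The core histones HIST1H2BM (7.08-fold), HIST1H3B (5.42-fold) and H3C1 (7.11-fold) were among them. The controls differed for THBS1, which measured 195.2 ± 19.2 in wild-type cells. Its log2 fold change was -4.63, standard error 0.074, adjusted p = 3.8e-09 against mock, -1.12, standard error 0.074, adjusted p = 4.9e-06 against wild type and 3.50 between mock and wild type, all from limma. With 16 added before the log it was -1.00 against wild type, a 1.999-fold lower value just under the 2-fold minimum. For HIST1H1A it was -4.71, standard error 0.07, adjusted p = 2.8e-09 against mock and -4.92 against wild type. The mean log2 fold change of the histone list was -1.85 against mock (adjusted p = 4.2e-27 from camera, and adjusted p = 0.0055 with an estimated correlation) and -2.09 against wild type. As 2 of its members are in Table 2, the list is not independent evidence of its direction.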

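Apelin (APLN) measured 2091 ± 87.6 in wild-type cells, 2179 ± 29.6 in mock cells and 159.8 ± 4.32 in U87-hHSS1 cells (SD, n = 3 arrays per group). It was 13.6-fold lower than in mock cells and 13.1-fold lower than in wild-type cells. limma gave a log2 fold change of -3.77, standard error 0.052, adjusted p = 2.8e-09 against mock and -3.71, standard error 0.052, adjusted p = 4.3e-09 against wild type. Mock and wild-type cells had a log2 fold change of 0.06 (adjusted p = 0.51 from limma).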

Among the most down-regulated genes in U87 is apelin (*APLN*), a ligand for the angiotensin-like 1 (APJ) receptor [7, 8] and a novel factor involved in angiogenesis (Table 2).

We identified 84 differentially expressed genes in A172 cells due to *h*HSS1 overexpression, when a lower FC cutoff of 1.5 was used (Table 3 and Table 4). Thus, overexpression of *h*HSS1 had a larger effect in U87 compared to A172 cells. *KRT15* and *MCM10* were the molecules with highest connectivity. Among the most up-regulated genes in A172 cells were zinc finger protein 22 (*ZNF2*2), keratin 81 (*KRT81*), the enzyme arylacetamide deacetylase (*AADAC*) and the extracellular protein amelotin (*AMTN*) (Table 3). The most down-regulated were the coiled-coil domain containing 102b (*CCDC102B*) and the pote ankyrin domain family member B (*POTEB*) (Table 4).

**Table 3:** **Total list of most up-regulated genes following** ***h*** **HSS1 overexpression in A172 cells**

Symbol	Gene name	FC
**C19orf63**	Chromosome 19 Open Reading Frame 63	11.881
**ZNF22**	Zinc Finger Protein 22 (Kox 15)	4.012
**KRT81**	Keratin 81	3.93
**AADAC**	Arylacetamide Deacetylase (Esterase)	3.317
**AMTN**	Amelotin	3.018
**JAM2**	Junctional Adhesion Molecule 2	2.66
**FAM133A**	Family with Sequence Similarity 133, Member A	2.606
**EDIL3**	Egf-like Repeats and Discoidin I-like Domains 3	2.524
**C2orf15**	Chromosome 2 Open Reading Frame 15	2.299
**CLDN1**	Claudin 1	2.239
**BICC1**	Bicaudal C Homolog 1 (Drosophila)	2.092
**IL2RG**	Interleukin 2 Receptor, Gamma	1.895
**SYTL5**	Synaptotagmin-like 5	1.887
**KAL1**	Kallmann Syndrome 1 Sequence	1.875
**CDH10**	Cadherin 10, Type 2 (T2-cadherin)	1.861
**SLC25A27**	Solute Carrier Family 25, Member 27	1.839
**TAF4B**	Taf4b Rna Polymerase Ii, Tata Box Binding Protein (Tbp)-associated Factor, 105 kda	1.837
**ACTA2**	Actin, Alpha 2, Smooth Muscle, Aorta	1.821
**NAP1L3**	Nucleosome Assembly Protein 1-like 3	1.795
**PLEKHA1**	Pleckstrin Homology Domain Containing, Family a (Phosphoinositide Binding Specific) Member 1	1.757
**IL18**	Interleukin 18 (Interferon-gamma-inducing Factor)	1.708
**KCTD16**	Potassium Channel Tetramerisation Domain Containing 16	1.689
**ZNF571**	Zinc Finger Protein 571	1.653
**INPP5A**	Inositol Polyphosphate-5-phosphatase, 40kda	1.643
**ZMAT1**	Zinc Finger, Matrin-type 1	1.642
**DOCK1**	Dedicator of Cytokinesis 1	1.617
**TSGA10**	Testis Specific, 10	1.598
**CADM1**	Cell Adhesion Molecule 1	1.592
**ECHS1**	Enoyl Coa Hydratase, Short Chain, 1, Mitochondrial	1.584
**ENTPD1**	Ectonucleoside Triphosphate Diphosphohydrolase 1	1.573
**ZRANB1**	Zinc Finger, Ran-binding Domain Containing 1	1.567
**PTPRE**	Protein Tyrosine Phosphatase, Receptor Type, E	1.548
**TP53INP1**	Tumor Protein P53 Inducible Nuclear Protein 1	1.543
**DUSP10**	Dual Specificity Phosphatase 10	1.543
**TM2D1**	Tm2 Domain Containing 1	1.527
**ZMAT3**	Zinc Finger, Matrin-type 3	1.522
**LTBP2**	Latent Transforming Growth Factor Beta Binding Protein 2	1.516

FC represents fold change at q ≤ 0.05 of a gene following *h*HSS1 modulation compared to cells stably transfected with vector control.

**Table 4:** **Total list of most down-regulated genes following** ***h*** **HSS1 overexpression in A172 cells**

Symbol	Gene name	FC
**MCM6**	Minichromosome Maintenance Complex Component 6	-1.501
**C6orf52**	Chromosome 6 Open Reading Frame 52	-1.501
**FERMT3**	Fermitin Family Member 3	-1.533
**SMC2**	Structural Maintenance of Chromosomes 2	-1.546
**SRPX**	Sushi-repeat Containing Protein, X-linked	-1.549
**SHCBP1**	Shc Sh2-domain Binding Protein 1	-1.564
**GPSM2**	G-protein Signaling Modulator 2	-1.564
**NES**	Nestin	-1.565
**SYCP2**	Synaptonemal Complex Protein 2	-1.575
**MCM10**	Minichromosome Maintenance Complex Component 10	-1.576
**EZH2**	Enhancer of Zeste Homolog 2 (Drosophila)	-1.58
**TMTC2**	Transmembrane and Tetratricopeptide Repeat Containing 2	-1.594
**FAM129A**	Family with Sequence Similarity 129, Member A	-1.596
**TMEFF2**	Transmembrane Protein with Egf-like and Two Follistatin-like Domains 2	-1.604
**CTSL2**	Cathepsin L2	-1.613
**ETV1**	Ets Variant 1	-1.614
**SGOL2**	Shugoshin-like 2 (S. Pombe)	-1.62
**ERCC6L**	Excision Repair Cross-complementing Rodent Repair Deficiency, Complementation Group 6-like	-1.621
**KRT15**	Keratin 15	-1.641
**SDPR**	Serum Deprivation Response	-1.656
**ACAT2**	Acetyl-coa Acetyltransferase 2	-1.7
**BDKRB1**	Bradykinin Receptor B1	-1.709
**CFI**	Complement Factor I	-1.711
**GPD2**	Glycerol-3-phosphate Dehydrogenase 2 (Mitochondrial)	-1.722
**TMOD1**	Tropomodulin 1	-1.729
**FAM64A**	Family with Sequence Similarity 64, Member A	-1.755
**ANO5**	Anoctamin 5	-1.782
**LRRC15**	Leucine Rich Repeat Containing 15	-1.812
**PAGE1**	P Antigen Family, Member 1 (Prostate Associated)	-1.822
**XRCC2**	X-ray Repair Complementing Defective Repair in Chinese Hamster Cells 2	-1.863
**EMP2**	Epithelial Membrane Protein 2	-1.868
**CD180**	Cd180 Molecule	-1.926
**ELOVL6**	Elovl Fatty Acid Elongase 6	-1.931
**PLCXD3**	Phosphatidylinositol-specific Phospholipase C, X Domain Containing 3	-1.938
**C7orf69**	Chromosome 7 Open Reading Frame 69	-1.941
**DMD**	Dystrophin	-1.947
**MNS1**	Meiosis-specific Nuclear Structural 1	-1.949
**FAM115C**	Family with Sequence Similarity 115, Member C	-2.005
**TEK**	Tek Tyrosine Kinase, Endothelial	-2.099
**CHRM3**	Cholinergic Receptor, Muscarinic 3	-2.122
**RGS16**	Regulator of G-protein Signaling 16	-2.144
**SULT1B1**	Sulfotransferase Family, Cytosolic, 1b, Member 1	-2.478
**ANKRD30B**	Ankyrin Repeat Domain 30b	-2.592
**B3GALT1**	Udp-gal:betaglcnac Beta 1,3-galactosyltransferase, Polypeptide 1	-2.841
**XIRP2**	Xin Actin-binding Repeat Containing 2	-3.387
**POTEB**	Pote Ankyrin Domain Family, Member B (includes others)	-6.162
**CCDC102B**	Coiled-coil Domain Containing 102b	-11.348

FC represents fold change at q ≤ 0.05 of a gene following *h*HSS1 modulation compared to cells stably transfected with vector control.

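In the U87 arrays, the histone methyltransferase EZH2 fell 3.04-fold in hHSS1 against mock cells, from 1114 ± 54.0 to 366.5 ± 14.2 (SD, n = 3 arrays), and SGOL2, which protects the cohesion of centromeres, fell 4.88-fold, from 1565 ± 4.33 to 320.8 ± 5.86. The condensin subunit SMC2 fell 2.67-fold, the replication factor MCM10 3.00-fold, the kinetochore helicase ERCC6L 6.39-fold and JAM2, a junctional adhesion molecule, 2.43-fold. TAF4B, a subunit of the general transcription factor TFIID, rose 2.66-fold, from 87.3 ± 14.7 to 230.6 ± 18.6. Of the 14 genes measured among the 15 that the paper calls concordant with A172 cells, 12 fell and 1 rose against mock, with the same counts when adjusted over the list alone. FAM64A had a log2 fold change of -0.77, standard error 0.106, adjusted p = 0.00042 from limma, under the 2-fold minimum. Against wild type 10 fell and 1 rose. TMOD1, an actin-capping protein, had a log2 fold change of -1.19 against mock and 0.20 against wild type. JAM2 had -0.92 against wild type, under the 2-fold minimum. The paper also lists JAM2 among the genes raised in A172 cells (Table 3), so its fall here is not concordant with that table. Over the list, the mean log2 fold change was -1.39 (adjusted p = 1.7e-10 from camera, and adjusted p = 0.0094 with an estimated correlation), and since the list was chosen on these arrays it is not independent evidence of its direction. FAM115C and the A172 arrays were not analysed here.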

Fifteen genes were concordantly altered in both U87 and A172 cell lines, 14 were down-regulated (*JAM2, FAM115C, MNS1, ERCC6L, EMP2, EZH2, TMOD1, GPSM2, XRCC2, SGOL2, SMC2, FAM64A, MCM10, SHCBP1*), and 1 was up-regulated (*TAF4B*). Two genes were altered in different direction with *h*HSS1 overexpression: the complement factor I (*CFI*) was up-regulated in U87 cells (FC: 2.9) while it was down-regulated in A172 cells (FC:-1.7). Likewise, tek tyrosine kinase (*TEK*) was up-regulated in U87 (FC: 2.2) but it was down-regulated (FC:-2.1) in A172 cells.

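In U87 cells, complement factor I (CFI), a protease that inactivates complement fragments, rose 3.06-fold in hHSS1 against mock cells, from 160.2 ± 1.36 to 491.3 ± 25.3 (SD, n = 3 arrays). Wild-type cells measured 93.2 ± 13.5, so that CFI was 5.30-fold higher in hHSS1 than in wild-type cells. On the log2 scale the change was 1.62, standard error 0.102, adjusted p = 3.4e-06 against mock and 2.41, standard error 0.102, adjusted p = 3.8e-07 against wild type, both from limma.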

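TEK, the angiopoietin receptor of endothelial cells, measured 136.2 ± 9.49 in wild-type, 80.2 ± 4.94 in mock and 123.2 ± 20.2 in hHSS1 U87 cells (SD, n = 3 arrays per group). The value in hHSS1 cells was 1.53-fold higher than in mock cells, under the 2-fold minimum, with a log2 fold change of 0.61, standard error 0.116, adjusted p = 0.0029 from limma. Against wild-type cells the log2 fold change was -0.15, standard error 0.116, adjusted p = 0.33, and between mock and wild-type cells it was -0.77 (adjusted p = 0.0029).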

### Network, pathway and functional analysis of genes influenced by *h*HSS1 overexpression in human U87 and A172 glioma cell lines

We evaluated the interaction and functional importance of the signaling pathways involving genes significantly modulated by *h*HSS1. The list of differentially expressed genes analyzed by IPA revealed significant networks and interactions. Figure 1 shows the top networks identified by IPA in both U87 and A172 cells. 

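Of 23 measured genes read from the colored part of Figure 1A, which do not include ANKRD1 and other genes taken from the tables and text, 17 fell and 5 rose in U87-hHSS1 against mock cells, and 1 was not called. FOXM1, the transcription factor of mitotic genes, fell 3.04-fold, from 1474 ± 26.7 to 484.3 ± 26.6 (SD, n = 3 arrays). CDC6, which loads the replicative helicase, fell 3.23-fold to 514.9 ± 22.8, the checkpoint kinase BUB1B fell 3.74-fold to 288.9 ± 15.0, and PLK4, the kinase of centriole duplication, fell 3.40-fold to 197.8 ± 14.6. Those of the 23 that rose were TNFRSF9 (2.11-fold), the stress-induced kinase PLK2, WTAP, a subunit of the RNA methyltransferase complex (3.37-fold), CCNB1IP1, a ubiquitin ligase that targets cyclin B (3.58-fold), and the autophagy receptor SQSTM1 (2.34-fold, to 7850 ± 73.9). WEE1, the kinase that inhibits CDK1, was 1.90-fold lower, under the 2-fold minimum (log2 fold change -0.93, standard error 0.047, adjusted p = 8.5e-07 from limma), and its mean over all probe sets was -1.21. This change passes the cutoff that the paper gives for IPA in U87 cells, a P under 0.001 and at least 1.5-fold. Adjusted p-values from limma were 1.9e-07 for FOXM1, 1.1e-07 for CDC6, 4.2e-08 for BUB1B and 1e-07 for WTAP. TNFRSF19, a receptor of the tumor necrosis factor family, had a log2 fold change of -1.01 and is not called without U87-hHSS1 replicate 3 (-0.93) or without mock replicate 1 (-0.97). TNFRSF9 and TNFRSF19 were not called against wild type (0.76 and -0.79).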

The highest significant network with 27 focus molecules and a significance score of 43 in the U87 cell dataset revealed genes related to the cell cycle, cell death, DNA replication, recombination and repair (Figure 1A). 

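ANKRD1 measured 49.7 ± 5.57 in wild-type, 45.8 ± 3.84 in mock and 565.7 ± 55.7 in hHSS1 U87 cells (SD, n = 3 arrays per group). It was 12.3-fold higher than in mock cells and 11.4-fold higher than in wild-type cells. The log2 fold change was 3.62, standard error 0.108, adjusted p = 4.6e-08 against mock and 3.51, standard error 0.108, adjusted p = 5.8e-08 against wild type, both from limma.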

There was a significant up-regulation of *ANKRD1*, a nuclear factor that has negative transcriptional activity in endothelial cells [9]. Figures 1B shows the top network found in A172-*h*HSS1 clone #7. With a score of 48, the top network included molecules involved in cell cycle, cellular assembly and organization, DNA replication, recombination and repair. The highest significant network in A172-*h*HSS1 C#8 with a significance score of 50 revealed genes related to tissue morphology and cellular development (Figure 1C).

**Figure 1:**
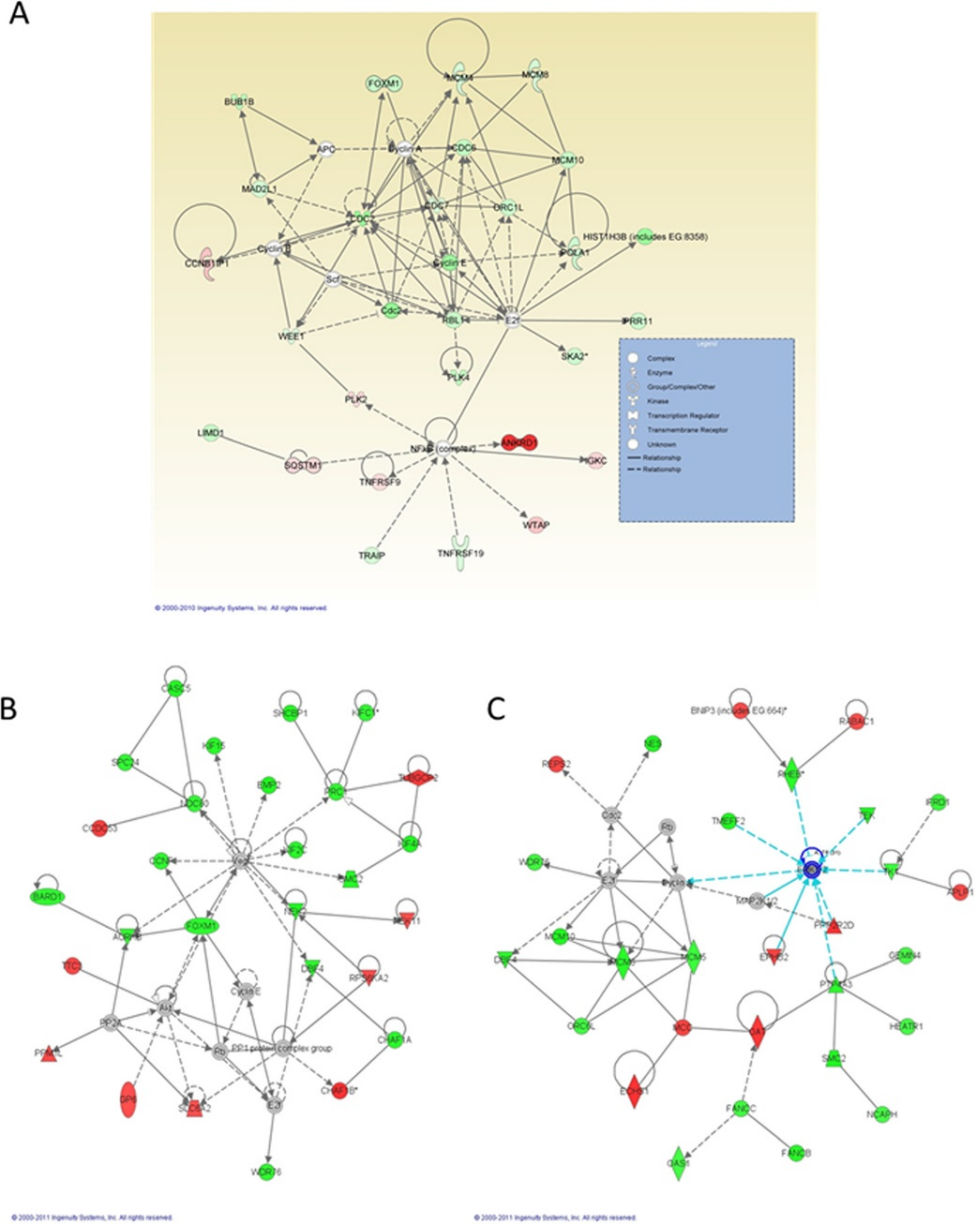
**Top molecular networks of genes up- and down-regulated in U87 and A172 cells overexpressing** ***h*** **HSS1.** Network of genes based on connectivity identified by IPA analysis. **A)** Top gene network of U87 cells depicting genes involved in cell cycle, cell death, DNA replication, recombination and repair. *ANKRD1* was the most up-regulated gene. Many genes with a direct and indirect relationship with *E2F* gene were down-regulated by HSS1. **B)** Top gene network of A172-*h*HSS1 C#7 showing genes involved in cell cycle, cellular assembly and organization, DNA replication, recombination and repair. Several genes down-regulated by *h*HSS1 in A172 C#7 cells are target genes regulated by *VEGF*. **C)** Top gene network of A172-*h*HSS1 C#8 showing genes involved in tissue morphology and cellular development. Some of the *h*HSS1 modulated genes in A172 C#8 cells are responsible for *ERK* regulation. Different shapes of the nodes (genes/gene products) represent the functional classes of the gene products and the lines represent the biological relationships between the nodes. The length of an edge reflects the evidence in the literature supporting that node-to-node relationship. The intensity of the node color indicates the degree of up- (red) or down-regulation (green) of the respective gene. Gray represents a gene related to the others that did not meet the cutoff criteria. A solid line without arrow indicates protein-protein interaction. Arrows indicate the direction of action (either with or without binding) of one gene to another.

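E2F8, a repressor of the E2F family, fell 6.38-fold in U87-hHSS1 against mock cells, from 572.3 ± 7.17 to 90.1 ± 10.1 (SD, n = 3 arrays). Cyclin A2 (CCNA2), which acts in S phase and at mitotic entry, fell 4.89-fold, from 2686 ± 95.8 to 550.3 ± 32.5, and RBL1, a relative of the retinoblastoma protein, fell 2.96-fold. Of the cyclin E genes, which act at the start of S phase, CCNE2 fell 5.18-fold, from 588.8 ± 25.2 to 114.2 ± 12.9, and CCNE1 had a log2 fold change of -0.37, standard error 0.147, adjusted p = 0.085 from limma. Of 33 measured genes of E2F, RB and the G1/S transition, 10 fell and 0 rose, with the same counts when adjusted over the list alone. limma gave a log2 fold change of -2.67, standard error 0.08, adjusted p = 4.8e-08 for E2F8 and -2.29, standard error 0.062, adjusted p = 3.2e-08 for CCNA2. The mean log2 fold change of the list was -0.70 against mock (adjusted p = 3e-05 from camera), with adjusted p = 0.083 with an estimated correlation, and -0.74 against wild type (adjusted p = 0.046 with an estimated correlation). As 1 member is in Table 2 and others are drawn in Figure 1A, the list is not independent evidence of its direction.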

The pathway analysis of U87 cells strongly suggest that *h*HSS1 modulates genes related to the role of *BRCA1* in DNA damage response (17 DEGs, *P* = 1.70e^−9^), ATM signaling (13 DEGs, *P* = 1.69e^−6^) and the mitotic roles of polo-like kinases pathway (14 DEGs, *P* = 2.53e^−6^). 

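Of 32 measured genes of the BRCA1 and Fanconi anemia DNA damage response, 15 fell and 0 rose in U87-hHSS1 against mock cells. Of 37 measured genes of ATM signaling and the DNA damage checkpoint, 8 fell and 0 rose. CLSPN, which activates the checkpoint kinase CHEK1, fell 4.67-fold, from 500.1 ± 17.7 to 107.8 ± 15.6 (SD, n = 3 arrays), whereas ATM itself had a log2 fold change of 0.21 (adjusted p = 0.011) and CHEK1 of -0.35 (adjusted p = 0.0015), both from limma and under the 2-fold minimum. Of 41 measured genes of the mitotic roles of polo-like kinases, 14 fell and 2 rose. In each of these lists the counts were the same when adjusted over the list alone. The mean log2 fold change was -0.79 for the BRCA1 list (adjusted p = 7.9e-08 from camera, and adjusted p = 0.027 with an estimated correlation). It was -0.52 for the ATM list (adjusted p = 4.8e-06 from camera, and adjusted p = 0.057 with an estimated correlation) and -0.69 for the polo-like kinase list (adjusted p = 9.5e-09 from camera, and adjusted p = 0.082 with an estimated correlation). Against wild-type cells these means were -0.91, -0.61 and -0.82, with adjusted p-values of 0.01, 0.022 and 0.041 with an estimated correlation. Members of these lists are named in Figure 2 and Figure 3 of the paper, so the lists are not independent evidence of their direction.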

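BRCA1, a ubiquitin ligase of DNA repair, fell 2.64-fold in U87-hHSS1 cells, from 910.3 ± 24.4 in mock cells to 345.1 ± 24.9 (SD, n = 3 arrays), and its partner BARD1 fell 2.51-fold, from 632.1 ± 4.26 to 252.1 ± 8.49. The BRCA1-interacting helicase BRIP1 fell 3.04-fold, from 612.3 ± 26.2 to 201.5 ± 17.9, and FANCI, which is ubiquitinated at stalled replication forks, fell 3.65-fold, from 1874 ± 4.35 to 512.8 ± 21.3. FANCC, FANCG, FANCE and FANCF, subunits of the Fanconi anemia core complex, had log2 fold changes of -0.92, -0.73, 0.03 and 0.39, all under the 2-fold minimum. On the log2 scale the change was -1.40, standard error 0.068, adjusted p = 7e-07 for BRCA1 and -1.87, standard error 0.049, adjusted p = 3.1e-08 for FANCI, from limma, and -1.45 and -1.88 against wild-type cells. BRCA2 and FANCD2 were not analysed here.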

The top most significant pathway showed that 17 differentially expressed genes in U87 cells were related to the DNA damage response involving members of the BRCA family (Figure 2). *h*HSS1 down-regulated complexes of protein, namely BRCA1, BRCA2, Rad51, BARD and FANCD2 in U87 cells. These proteins are responsible for regulating the S and G2 phases of cell cycling. 

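Among genes of homologous recombination, XRCC2, which acts in the repair of DNA breaks, fell 3.25-fold in U87-hHSS1 cells, from 925.1 ± 26.3 in mock cells to 286.5 ± 41.7 (SD, n = 3 arrays). The helicase BLM fell 2.61-fold, from 334.7 ± 13.6 to 128 ± 3.91. RAD50 and NBN, which bind the ends of DNA breaks, had log2 fold changes of 0.53 (adjusted p = 0.00011) and 0.32 (adjusted p = 0.0044), under the 2-fold minimum. The log2 fold change was -1.70, standard error 0.099, adjusted p = 2.1e-06 for XRCC2 and -1.39, standard error 0.052, adjusted p = 1.7e-07 for BLM, both from limma.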

Genes involved in homologous recombination and chromatin remodeling were also down-regulated. The transcriptional regulator *E2F5* responsible for the G1/S phase transition was the only gene up-regulated in this pathway. 

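E2F5 measured 300.8 ± 74.0 in wild-type, 330.1 ± 51.1 in mock and 369.9 ± 36.8 in hHSS1 U87 cells (SD, n = 3 arrays per group). The value in hHSS1 cells was 1.13-fold higher than in mock cells and did not pass the test (log2 fold change 0.17, standard error 0.177, adjusted p = 0.52 from limma). Against wild-type cells the log2 fold change was 0.32, standard error 0.177, adjusted p = 0.19.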

The top 3 pathway in U87 cells regulated by *h*HSS1 was related to genes involved in the mitotic roles of polo-like kinases (Figure 3), which included genes involved in centrosome separation and maturation (*EG5, CDC2* and cyclin B), mitotic entry (*CDC25, PLK, CDC2* and *cyclin B*) and metaphase and anaphase transition (*APC, CDC20, PRC1, cyclin B, SMC1* and *Esp1*). Moreover, the functional analysis of differentially expressed genes in U87 cells, robustly suggested that *h*HSS1 affects the cell division process of chromosomes (57 DEGs, *P* = 7.75e^−25^), segregation of chromosomes (34 DEGs, *P* = 4.49e^−23^), mitosis (73 DEGs, *P* = 2.33e^−19^), M phase (45 DEGs, *P* = 1.53e^−17^), cell cycle progression (120 DEGs, *P* = 2.86e^−16^), cell death of tumor cell lines (141 DEGs, *P* = 1.80e^−15^) and proliferation of cells (235 DEGs, *P* = 2.23e^−15^).

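KIF11, the motor Eg5 that separates the centrosomes, fell 5.37-fold in U87-hHSS1 cells, from 2279 ± 52.2 in mock cells to 425.5 ± 38.1 (SD, n = 3 arrays). The B-type cyclins CCNB1 and CCNB2, partners of CDK1, fell 2.29-fold and 3.18-fold, to 1675 ± 44.7 and 469.6 ± 31.8. At mitotic entry, the kinase PLK1 fell 3.91-fold, from 2517 ± 73.0 to 643.7 ± 26.4, and the phosphatase CDC25C, which activates CDK1, fell 3.28-fold. CDC25A and CDC25B had log2 fold changes of -0.89 and -0.71, under the 2-fold minimum. Of the genes that act from metaphase to anaphase and cytokinesis, the activator CDC20 fell 2.71-fold, the spindle midzone protein PRC1 3.12-fold, separase (ESPL1) 3.06-fold, the cohesin subunit SMC1A 2.63-fold and the kinesin KIF23 3.89-fold. PLK2, a kinase of the same family as PLK1 that is induced by stress, rose 2.38-fold. Adjusted p-values from limma were 3.9e-08 for KIF11, 4.9e-07 for CCNB1, 3.9e-08 for PLK1, 1.5e-06 for CDC20 and 5.8e-07 for PLK2. Against wild-type cells, KIF11, PLK1 and CDC20 had log2 fold changes of -2.54, -2.27 and -1.82. CDC25A was called lower there (-1.27, adjusted p = 2e-06 from limma), and CDC25B (-0.71) was not.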

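Of 62 measured genes of chromosome segregation and the spindle, 54 fell and 0 rose in U87-hHSS1 against mock cells (n = 3 arrays per group), with the same counts when adjusted over the list alone. ESCO2, the acetyltransferase that establishes cohesion, fell 7.29-fold, from 1352 ± 26.2 to 186.4 ± 24.4 (SD, n = 3). The kinetochore proteins SPC25 and CASC5 fell 6.78-fold and 6.19-fold, to 193.9 ± 10.6 and 174.5 ± 13.1. The spindle checkpoint protein MAD2L1 fell 2.30-fold and SKA2, which couples kinetochores to microtubules, 2.48-fold. Over the list, the mean log2 fold change was -1.78 against mock (adjusted p = 4.4e-43 from camera, and adjusted p = 0.0032 with an estimated correlation) and -1.92 against wild type, where 56 genes fell. Between mock and wild-type cells the mean was -0.15 and 0 members were called by limma, with 33 at an unadjusted p under 0.05 and an adjusted p of 9.3e-05 from fry, 1.1e-08 from camera and 0.12 from camera with an estimated correlation. As 6 members are in Table 2, the list is not independent evidence of its direction.

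**Figure D2:**
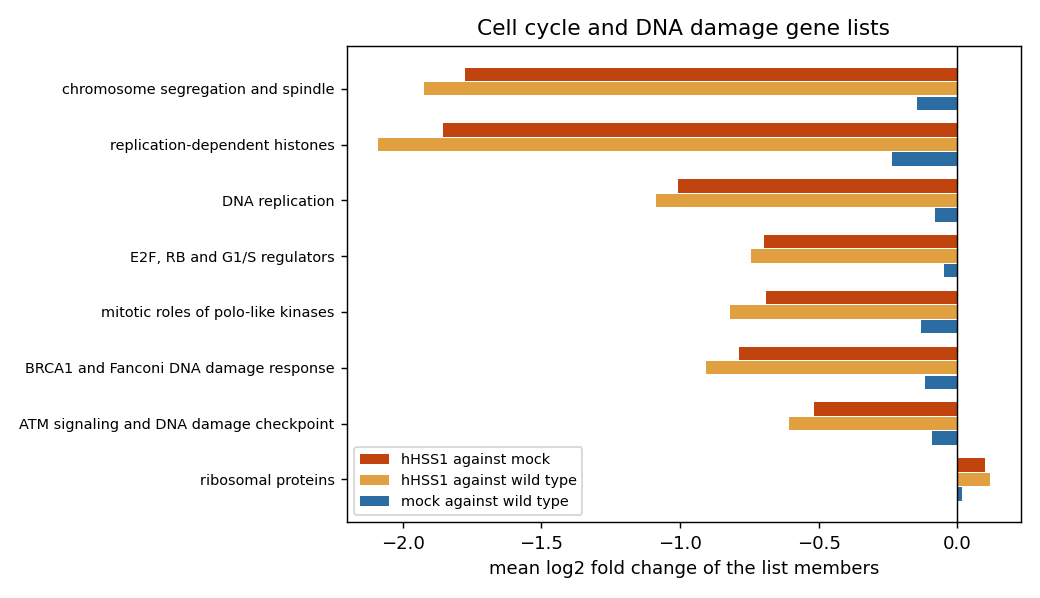
Mean log2 fold change of the measured members of 7 lists of cell cycle and DNA damage genes and of ribosomal proteins, for hHSS1 against mock, hHSS1 against wild type and mock against wild type (bars, 3 arrays per group). The longest bars are those of the histones (-2.09) and of chromosome segregation (-1.92) against wild type, and ribosomal proteins have a mean of 0.10 against mock.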

**Figure 2:**
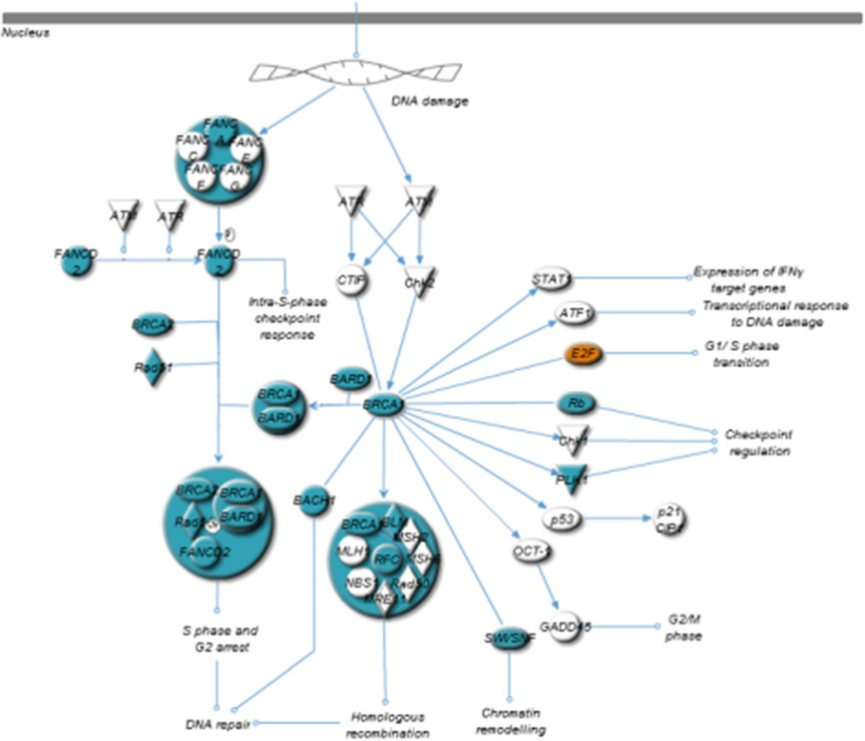
**Role of BRCA in DNA damage response pathway is regulated by** ***h*** **HSS1-overexpression in U87 cells.** Blue color indicates down-regulation of a gene, orange color indicates up-regulation of a gene. This analysis was done using Ingenuity iReport.

**Figure 3:**
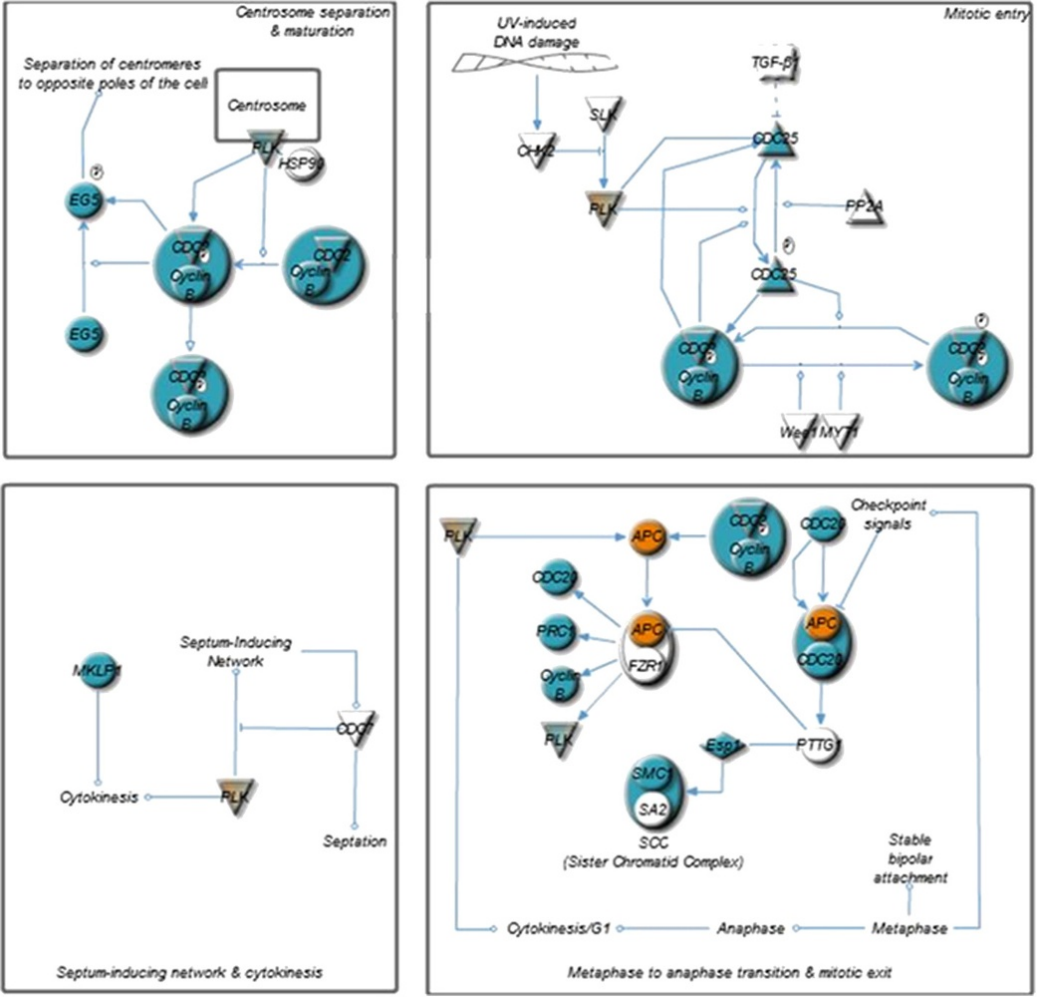
**Mitotic roles of polo-like kinase pathway is regulated by** ***h*** **HSS1-overexpression in U87 cells.** Blue color indicates down-regulation of a gene, orange color indicates up-regulation of a gene. This analysis was done using Ingenuity iReport.

In A172 cells, the most significant pathways affected by *h*HSS1 overexpression were related to metabolism. Among them were butanoate and propanoate metabolism and the pathways related to valine, leucine and isoleucine degradation. The top most significant pathway was the butanoate metabolic pathway (A172-*h*HSS1 C#7: 5 DEGs, *P* = 4.35e^−5^; A172-*h*HSS1 C#8: 4 DEGs, *P* = 1.41e^−4^). Four genes were differentially expressed: *AADAC* and *ECHS1* were up-regulated while *ACAT2* and *ELOVL6* were down-regulated. The most affected biological processes in A172 cells were cell-cell contact (A172-*h*HSS1 C#8: 5 DEGs, *P* = 1.10e^−4^), growth of melanoma cell lines (A172-*h*HSS1 C#8: 3 DEGs, *P* = 1.49e^−3^) and migration of embryonic cell lines (A172-*h*HSS1 C#8: 3 DEGs, *P* = 2.25e^−3^). The biological process analysis was not determined for A172-*h*HSS1 C# 7.

### Validation of microarray data at the RNA level

For validation of microarray data, a sub-set of differentially expressed genes were selected corresponding to the highest fold-change and particularly those which were involved with proliferation, adhesion, migration and invasion. We assessed changes in gene expression using qRT-PCR for five different genes for each cell line: *CCDC102B, XIRP2, ANKRD30B, EDIL3* and *JAM2* for A172 cells evaluation; and the genes *IL13RA2, ANKRD1, APLN, NCAM2* and *THBS1* for U87 cells. 

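In the U87 arrays, NCAM2, a neural cell adhesion molecule, rose 5.59-fold in hHSS1 cells, from 94.4 ± 9.04 in mock cells to 527.3 ± 46.1 (SD, n = 3 arrays), and measured 157.3 ± 2.94 in wild-type cells. Its log2 fold change was 2.48, standard error 0.087, adjusted p = 1.1e-07 against mock and 1.74, standard error 0.087, adjusted p = 9.8e-07 against wild type, both from limma. The ribosomal protein gene RPL32 measured 212.1 ± 14.7 in mock and 214 ± 8.55 in hHSS1 cells (log2 fold change 0.01, standard error 0.067, adjusted p = 0.9 from limma).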

From the genes selected for validation, only *XIRP2* showed a discrepancy in gene expression between qRT-PCR and microarray analysis for both A172 C#7 and C#8 clones (Figure 4).

**Figure 4:**
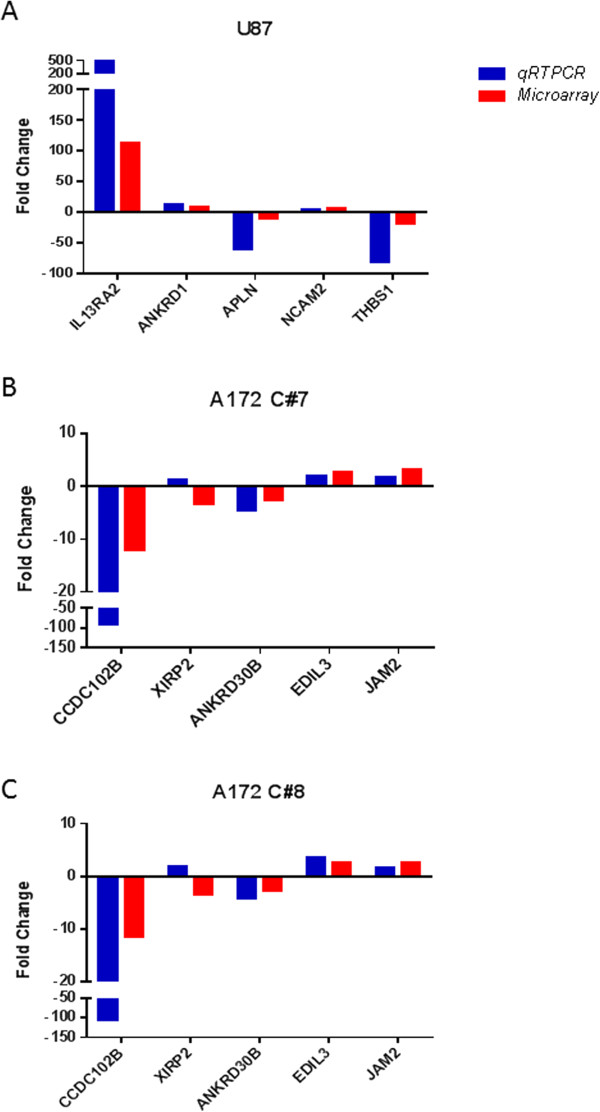
**Validation of selected genes differentially expressed by** ***h*** **HSS1 overexpression in U87 and A172 cells.** Blue color indicates genes validated by qRT-PCR. Red color indicates genes differentially expressed by microarray analysis. **A)** Genes differentially expressed in U87 cells. **B)** Genes differentially expressed in A172-*h*HSS1 C#7 and **C)** A172-*h*HSS1 C#8.

### Effect of *h*HSS1 overexpression on cell cycle phases in human U87 and A172 glioma cell lines

We next evaluated the cell cycle phases in U87 and A172 cells in order to corroborate the microarray findings of differentially expressed genes in pathways related to cell cycle regulation. Previously we had shown that cell proliferation significantly decreased in cells overexpressing *h*HSS1 and observed a 5 and 10 hours delay in doubling time for U87 and A172, respectively [4]. The cell cycle analysis of day 4 and 5 from U87 and A172 cells respectively, showed a significant decrease of cells in phases G0/G1, while a significant increase in cells was seen in S and G2/M phases in U87 cells overexpressing *h*HSS1 (Figure 5). No difference in cell cycle distribution was observed for A172 cells, except for a significant decrease in S phase for A172-*h*HSS1 expressing cells compared with A172-wild type. Taken together, these results indicate that *h*HSS1 overexpression in A172 cells does not regulate a specific cell cycle phase but could prevent the overall progression of the cell cycle once it lead to a 10 hours delay in doubling time. This finding is consistent with the observed modulation of genes related to metabolic pathways.

**Figure 5:**
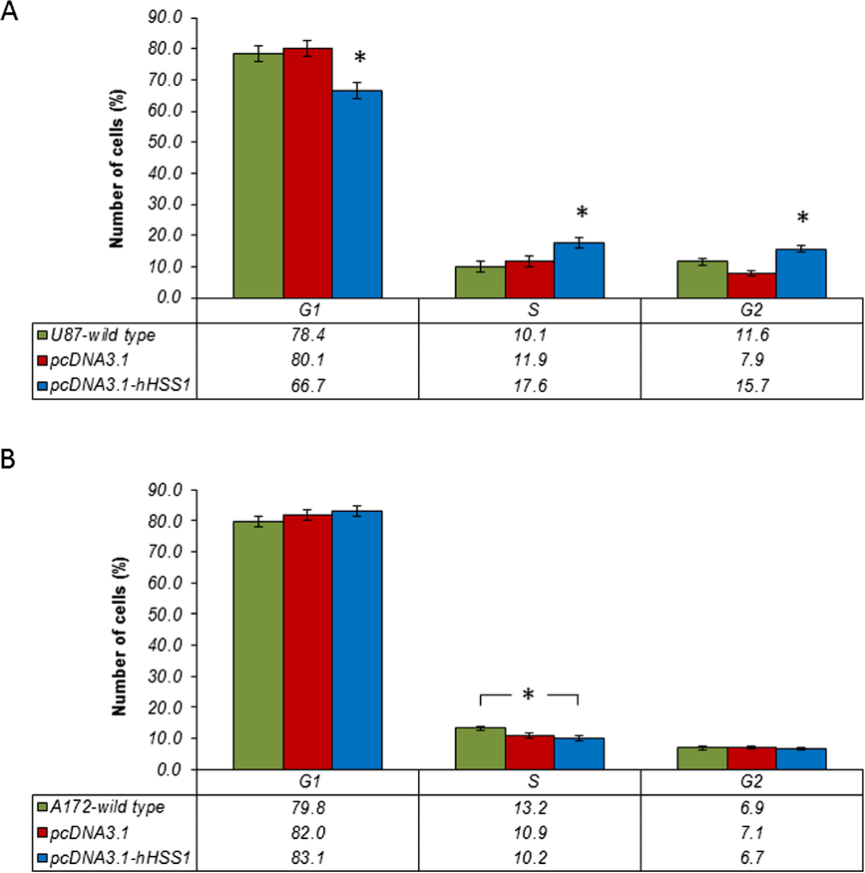
**Effect of** ***h*** **HSS1 on cell cycle phases for glioma cells.** Cell cycle analysis in **A)** U87 cells and **B)** A172 cells. Cell cycle analysis was performed by propidium iodide staining followed by flow cytometry using day 4 and 5 from a U87 and A172 cell growth curve, respectively. Columns represent the mean percentage of cells in each phase of the cell cycle ± SEM (n = 2), *P* < 0.05, one way ANOVA with post hoc pairwise Tukey test.

### *h*HSS1 overexpression inhibits migration and invasion of human U87 and A172 glioma cell lines

One of the hallmarks of glioblastoma cells is that they infiltrate surrounding normal brain tissue and so lose constraints on cell migration. 

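Of 49 measured proteases, integrins and motility genes of invasion, 6 rose and 6 fell in U87-hHSS1 against mock cells, with the same counts when adjusted over the list alone. MMP1, an interstitial collagenase, rose 3.45-fold, from 147.1 ± 9.24 to 508.5 ± 44.5 (SD, n = 3 arrays). ELMO1, which with DOCK1 activates the motility GTPase RAC1, fell 5.94-fold, from 615.4 ± 36.0 to 103.9 ± 10.6. For both genes mock cells differed from wild-type cells. MMP1 measured 553.3 ± 18.0 and ELMO1 103.8 ± 13.3 in wild-type cells, which gives log2 fold changes in hHSS1 cells of -0.12 (adjusted p = 0.25) and 0.01 (adjusted p = 0.98) against wild type, from limma, and of 1.79 and -2.57 against mock. A second, dimmer probe set of ELMO1 had a log2 fold change of -3.43 against mock. MMP9, a gelatinase, had a log2 fold change of 0.10 against mock (adjusted p = 0.46). Against wild type 5 of the list rose and 3 fell. The mean log2 fold change of the list was -0.07 against mock. The list did not pass camera (adjusted p = 0.79), whereas fry gave an adjusted p of 0.024. Of its genes, 3 are in the paper's tables.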

Our microarray analysis indicated that *h*HSS1 up or down regulated genes involved in cell migration, invasion and angiogenesis. To clarify an effect of *h*HSS1 on these key events involved in tumorigenesis, we used the modified Boyden chamber assay to study the migratory and invasive properties of U87 and A172 cells overexpressing *h*HSS1 (Figure 6). U87 cells overexpressing *h*HSS1 significantly lost their ability to migrate and invade through a matrigel matrix, compared to the U87-pcDNA.3.1 control cells. For A172 cells, C#7 but not C#8, showed a significant decrease in cell migration compared with the control. Moreover, *h*HSS1 had no effect on A172 invasion, indicating that overexpression of *h*HSS1 does not have a consistent effect on the migratory and invasive properties of A172 cells. Taken together, our data demonstrate that overexpression of *h*HSS1 decreases the invasive properties of U87 cells but has no effect on A172 cells.

**Figure 6:**
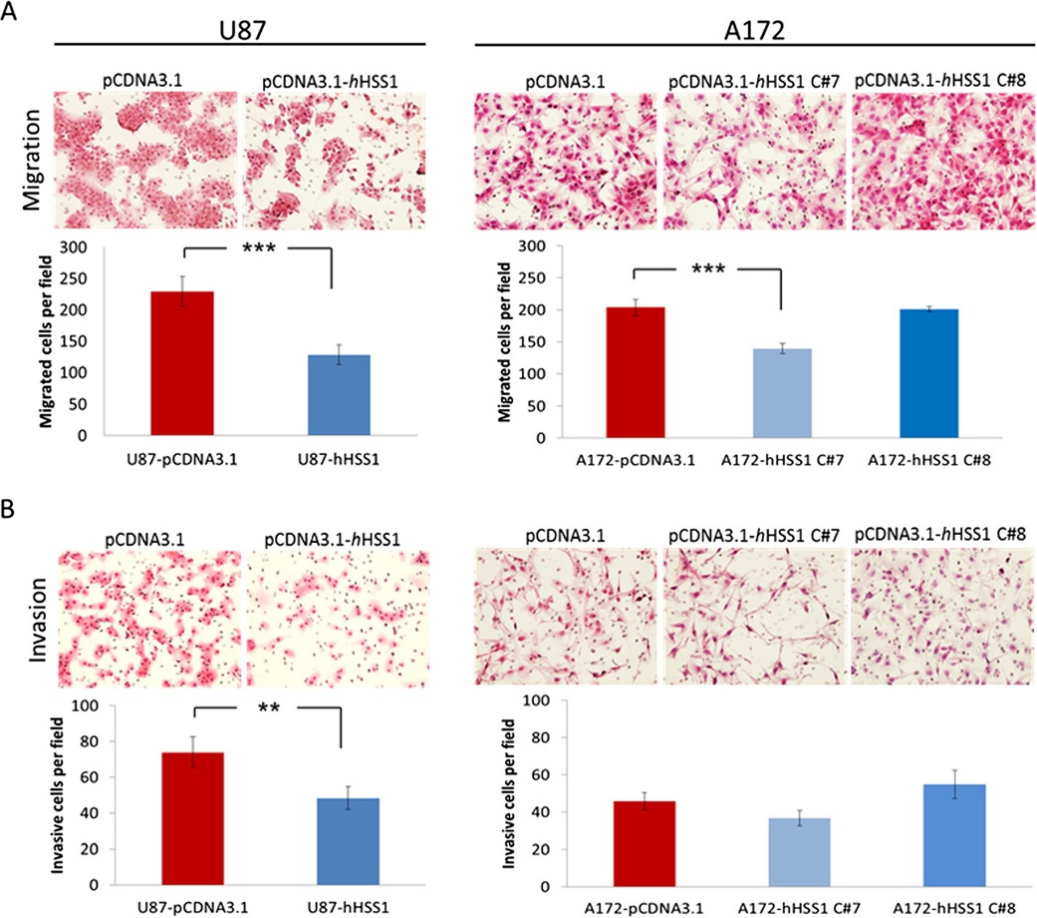
**Overexpression of** ***h*** **HSS1 significantly affects the migration and invasion of glioma cells. A)** Transwell migration assay for U87 and A172 cells overexpressing *h*HSS1 or control vector. **B)** Matrigel invasion assay for U87 and A172 cells overexpressing *h*HSS1 or control. 10% FBS serum was added as chemoattractant. After 24 h incubation, cells that migrated through the membrane or invaded through the matrix were fixed, stained with H&E and pictures (200x, magnification) of 9 fields of each replicate was taken for cells counting. Two independent experiments using duplicates were done for each assay. Data shown are mean ± SEM. **P < 0.01; ***P < 0.001, *t*-test.

### *h*HSS1 overexpression by human U87 and A172 glioma cell lines inhibited tumor-induced migration and invasion of HUVEC

The migration and invasion of endothelial cells through basement membranes are crucial steps in the development of new blood vessels. Stimulation of endothelial cells by tumor cells is known for establishing an endothelial phenotype consistent with the initial stages of angiogenesis [10]. In order to determine if *h*HSS1 had an effect on angiogenesis, as suggested by our microarray analysis, we evaluated the ability of *h*HSS1 to impact these critical events in a co-culture assay. Glioma cells overexpressing *h*HSS1 and HUVEC were co-cultured in transwell chambers, and the tumor-induced migration and invasion of HUVEC through matrigel was estimated (Figure 7). At a 1:10 HUVEC:U87 ratio, there was a significant decrease in the invasion of HUVEC co-cultured with U87-*h*HSS1 cells compared to HUVEC co-cultured with U87-pcDNA3.1 control. However, overexpression of *h*HSS1 did not affect the migration of HUVEC cells co-cultured with U87 cells. It was previously reported that U87 cells promote morphogenetic changes in HUVEC, including the formation of net-like structures resembling neo-vasculature [10]. We noted that endothelial cells that invaded the matrix, in co-culture with U87-pcDNA3.1 control cells, appeared elongated with a narrower extended shape and aligned themselves to form net-like structures (Figure 7A, black arrow). In contrast, HUVEC co-cultured with U87-*h*HSS1 had a rounded or ‘teardrop-like’ morphology, and did not align themselves to form net-like structures (Figure 7A). HUVEC growing in co-culture with A172 C#7 and C#8 overexpressing *h*HSS1, displayed significant decrease in both migration and invasion ability when compared to HUVEC co-cultured with A172-pCDNA3.1 control cells (Figure 7B). These findings indicate that *h*HSS1 can impact angiogenesis, as it suppresses the tumor-induced HUVEC phenotype related to cell migration and invasion.

**Figure 7:**
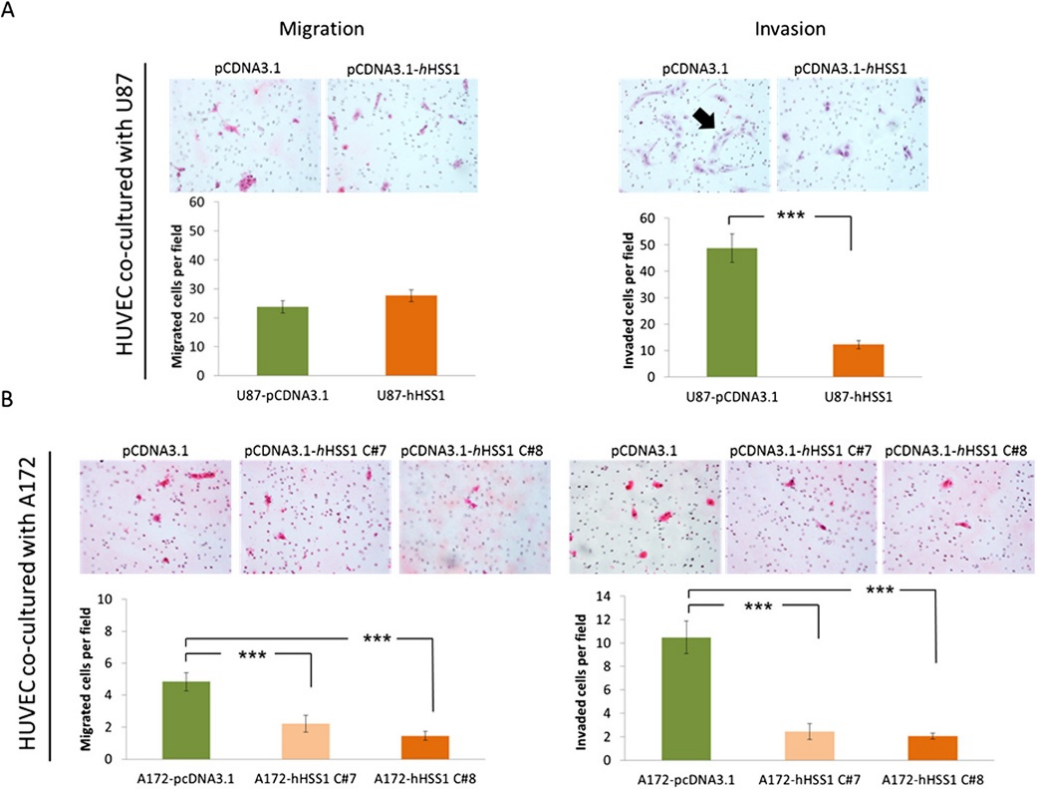
**Overexpression of** ***h*** **HSS1 impacts U87 and A172 tumor-induced HUVEC migration and invasion. A)** Transwell migration and invasion assay for HUVEC co-cultured with U87 cells overexpressing *h*HSS1 or control vector. **B)** Transwell migration and invasion assay for HUVEC co-cultured with A172 cells overexpressing *h*HSS1 or control vector. Glioma cells were seeded in the bottom chamber containing media with 2% FBS. After 24 h, media was changed to serum-free media supplemented with 0.1% BSA. HUVEC were seeded in the upper chamber containing media with 0.1% BSA. A172 or U87 cells were seeded at 10:1 ratio of HUVEC. After 24 h, cells that migrated and invaded the matrix were fixed, stained with H&E and pictures (200x, magnification) of 21 fields of each replicate were taken for cells counting. Two independent experiments using duplicates were done for each assay. Data shown are mean ± SEM. ***P < 0.001, *t*-test. Black arrow shows net-like formation of invaded cells.

### Purified *h*HSS1 protein inhibits *in vitro*angiogenesis

The migration and invasion of endothelial cells are essential for the formation of new blood vessels during neo-angiogenesis, and consequently are critical events for tumor growth. Because ectopic overexpression of *h*HSS1 in glioma-derived cells strongly inhibited HUVEC cell migration and invasion, we examined the effect of purified *h*HSS1 on the potential of HUVEC to form capillary-like structures. As shown in Figure 8, HUVEC growing on matrigel treated with vehicle control formed complex network of tubes after 8 h, which was inhibited and disrupted in a concentration-dependent manner by treatment with 500 nM or 200 nM of purified *h*HSS1.

**Figure 8:**
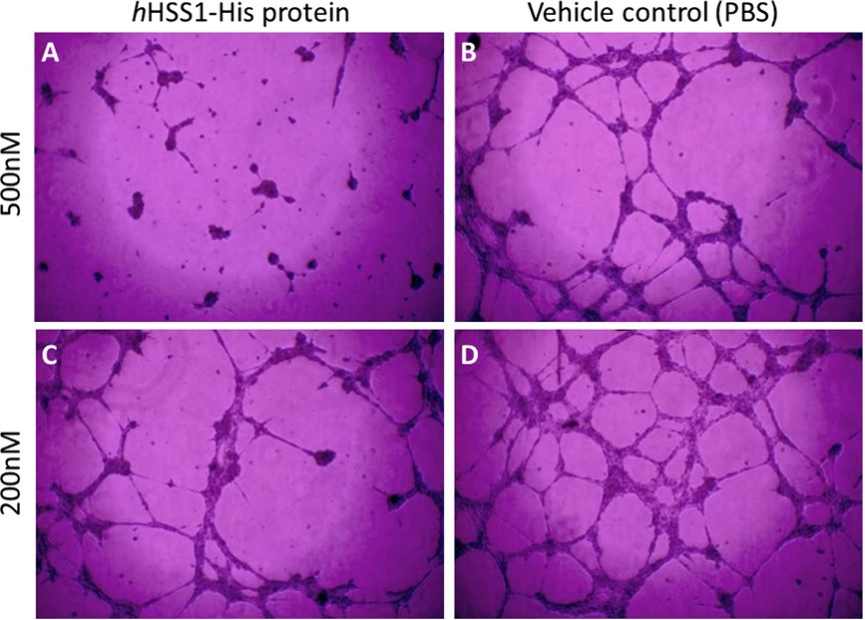
**Purified** ***h*** **HSS1 inhibits HUVEC tube formation in a concentration-related manner.** HUVEC growing on top of matrigel were treated with different concentrations of purified *h*HSS1 or vehicle control (PBS). Cells were pre-treated with *h*HSS1-His protein or vehicle control for 3 h before plating on top of matrigel. After 8 h, cells were stained with crystal violet and tube formation was evaluated. Images (100x, magnification) are representative of two independent experiments done in duplicate. **A** and **C**) Inhibitory effect of purified *h*HSS1-His on tube formation using 500 nM and 200 nM of *h*HSS1 protein, respectively. **B** and **D**) Vehicle control was diluted following the protein dilution scheme.

### *h*HSS1 expression in GBM samples from the TCGA database

*h*HSS1 mRNA expression in 428 GBM samples from the TCGA database was compared to a list of 12 genes selected based on their involvement in GBM, invasion, migration, angiogenesis and significant pathways or networks identified from the U87/A172 cells overexpressing *h*HSS1. This analysis revealed a highly significant but weak inverse correlation with *BRCA2* (r = −0.224, *P* < 0.0005) (Figure 9A). Moreover, statistically significant inverse correlation with *ADAMTS1* (r = −0.132, *P* < 0.01) and direct correlation with endostatin (r = 0.141, *P* < 0.005) were found (data not shown). The subdivision of the GBM cohort based on high and low *h*HSS1 expression showed that the levels of *BRCA2* and *ADAMTS1* expression on *h*HSS1-high expression group are significantly lower compared to *h*HSS1-low expression group (*P* < 0.00006 and *P* < 0.014, respectively) (Figure 9B). Additionally, higher expression of endostatin was significantly found in *h*HSS1-high expression group compared to HSS1-low expression group (*P* < 0.048).

**Figure 9:**
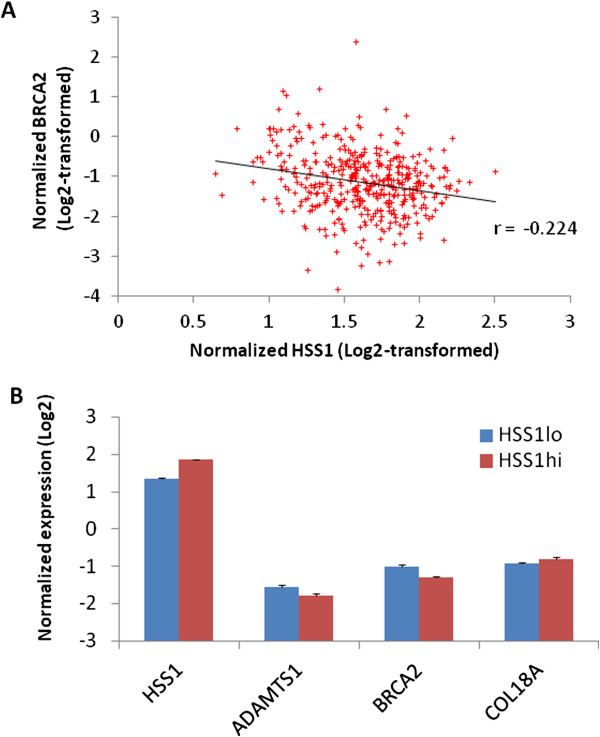
***h*** **HSS1 expression analysis in GBM from the TCGA dataset. A)** Correlation analysis between *h*HSS1 and *BRCA2* expression (r = −0.224, *P* < 0.0005). **B**) Log2-transformed gene expression levels for selected genes between high and low-*h*HSS1 expression cohorts. Mean gene expression levels between cohorts were compared by two-tailed Student's t-test, *P* < 0.01. *P* values - HSS1 ^lo^ vs. HSS1 ^hi^ : (*h*HSS1, *P* < 6.55e^−98^), (*ADAMTS1*, *P* < 0.014), (*BRCA2*, *P* < 0.00006), Endostatin (*COL18A1), P* < 0.048).

## Discussion

In this study we have combined advanced bioinformatics with functional assays and subsequently identified key biological pathways directly or indirectly affected by *h*HSS1. The observed effect of *h*HSS1 included DEGs having either stimulatory or inhibitory effects, but ultimately leading to inhibition of tumoral and angiogenic properties. *h*HSS1 overexpression strongly affected a number of transcriptional regulators, enzymes, growth factors, transporters and extracellular matrix proteins, hence altering important signaling pathways, and impacting biological functions. The pathway analysis approach using IPA and Ingenuity® iReport indicated that *h*HSS1 plays a role in several biological functions considered hallmarks of cancer, including cell proliferation, cell cycle regulation, DNA replication, DNA repair, angiogenesis, cell migration, and cell invasion.

Previously, we have shown that *h*HSS1 overexpression negatively regulated proliferation of U87 and A172 cells [4]. Our microarray data of the same set of cells evaluated by pathway analysis yielded a similar effect of down regulation of genes involved in proliferation, cell cycle progression and cell division process. Furthermore, the cell cycle analysis demonstrated that the inhibition of U87 cell proliferation was accompanied by a decrease of cells in G0/G1 and a concomitant increase of cells in S and G2/M. The down regulation indicated by microarray analysis of *cyclin E, cyclin B, CDC2* and a complex of proteins (BRCA1, BRCA2, Rad51, BARD and FANCD2) responsible for regulating the S and G2 cell cycle phases, might partly explain the inhibitory effect of *h*HSS1 overexpression on proliferation previously reported for U87 cells.

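MKI67, a marker of proliferating cells, fell 7.05-fold in U87-hHSS1 cells, from 2899 ± 29.4 in mock cells to 411 ± 9.61 (SD, n = 3 arrays). RRM2, the regulated subunit of ribonucleotide reductase, fell 6.04-fold, from 6019 ± 321 to 996.6 ± 28.0. Thymidylate synthase (TYMS) fell 4.51-fold, thymidine kinase (TK1) 4.13-fold and the histone chaperone ASF1B 4.52-fold. Of 50 measured DNA replication genes, 25 fell and 0 rose against mock, with the same counts when adjusted over the list alone, and 31 fell against wild type. limma gave a log2 fold change of -2.82, standard error 0.051, adjusted p = 6.3e-09 for MKI67 and -2.59, standard error 0.057, adjusted p = 1.5e-08 for RRM2. The mean of the list was -1.01 against mock (adjusted p = 2e-22 from camera, and adjusted p = 0.0018 with an estimated correlation) and -1.09 against wild type. RRM2 is in Table 2 and members are drawn in Figure 1A, so the list is not independent evidence of its direction. The paper compares these changes with its earlier observation of slower growth in the same cells and with its flow cytometry, in which U87-hHSS1 cells had fewer cells in G0/G1 and more in S and G2/M (Figure 5). It proposes that the lower expression of cyclin E, cyclin B, CDC2 and members of the BRCA complex might partly explain the slower proliferation of U87 cells. From the many lower genes around E2F it speculates on a role of E2F in a cell cycle arrest mediated by hHSS1. The U87 cells for flow cytometry were taken on an earlier day than those for the arrays, which were harvested after 5 days. Lower expression of genes of S phase and mitosis runs opposite to a larger share of cells in S and G2/M. The arrays cannot resolve this, as they hold no measure of cell cycle phase.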

The IPA top molecular network included *ANKRD1* as the most up-regulated gene in U87 cells, a nuclear factor that has negative transcriptional activity in endothelial cells [9]. There are indications that ANKRD1 (CARP) is a direct target of TGF-b/Smad signaling and acts as a negative regulator for cell cycle progression [11]. Thus, *h*HSS1 presumably could be targeting the TGF-b/Smad pathway via ANKRD1 up-regulation. Many genes with direct and indirect relationship with *E2F* gene were down-regulated by *h*HSS1. The *E2F* transcription factor family is known to play a central role in the expression of genes required for cell cycle progression and proliferation, particularly genes involved in DNA synthesis [12]. Thus, we can speculate that *E2F* play an important role in coordinating events associated with cell cycle arrest mediated by *h*HSS1. In parallel, *h*HSS1 regulated genes involved in centrosome separation and maturation (*EG5, CDC2, cyclin B*), mitotic entry (*CDC25, CDC2, Cyclin B, PLK*), metaphase and anaphase transition (*CDC, APC, PRC1, Cyclin B, Esp1, SMC1*), which could also have an effect on cell cycle and consequently cell proliferation. Conversely, *h*HSS1 overexpression in A172 cells does not seem to regulate a specific cell cycle phase. However, IPA and Ingenuity® iReport pathway analysis of A172 cells indicated that *h*HSS1 modulated genes related to metabolic pathways, which could in part have an effect over the global protein expression, thereby contributing to the regulation of proliferation. Thus, we can presume that *h*HSS1 mechanisms governing cell proliferation in A172 and U87 cells might be different. This difference may be explained based on the dissimilar deletions and genetic mutations linked to these cell lines [13].

It is worthy of note that *IL13RA2* was the most up-regulated gene induced by *h*HSS1 in U87 cells. 

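IL13RA2 measured 1674 ± 59.6 in wild-type, 28.6 ± 0.637 in mock and 3278 ± 99.7 in hHSS1 U87 cells (SD, n = 3 arrays per group). The log2 fold change in hHSS1 cells was larger against mock (standard error 0.052, adjusted p = 7.3e-11 from limma) than for any other of the 18163 genes tested. Against wild-type cells IL13RA2 was 1.96-fold higher, under the 2-fold minimum (log2 fold change 0.97, standard error 0.052, adjusted p = 1.5e-06 from limma). Mock cells were 58.5-fold lower than wild-type cells (log2 fold change -5.87), and 37.9-fold lower with 16 added before the log. The largest increases against wild type among the genes called were those of ASPHD1 (23.1-fold) and PCLO (13.6-fold).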

The *IL13RA2* gene is often overexpressed in brain tumors [14] and is involved in the invasion and metastasis of ovarian cancer cells [15]. Overexpression of the IL13RA2 chain in human breast cancer cell line and pancreatic cancer cell line inhibited tumor development in nude mice, probably mediated by IL-13 [16]. *IL13RA2* overexpressing tumor cells produced high levels of IL-8 which has been shown to reduce tumorigenicity in several tumor models [16–18]. Decreasing the expression of the IL-13 receptor also leads to an increasing tumorigenicity [16].

Overexpression of *h*HSS1 affected the migratory and invasive properties of U87 cells induced by FBS as a chemoattractant. In A172 cells, IPA top molecular network analysis showed that several genes down-regulated by *h*HSS1 are target genes regulated by VEGF or genes responsible for ERK regulation. However, we did not observe *in vitro* a consistent negative regulation of A172 stable clones migratory or invasive proprieties induced by *h*HSS1. Variations in migratory and invasive proprieties induced by *h*HSS1 in different glioma cell lines are likely due to diverse genetic background (e.g. mutations and deletions) [13], probably involving other signaling pathways and molecules.

Our data however, showed that A172 glioma-derived cells overexpressing *h*HSS1 significantly inhibited HUVEC migration and invasion in low-serum protein conditions, indicating an indirect functional role for *h*HSS1 in angiogenesis. Moreover, in the same cell culture conditions, U87 cells overexpressing *h*HSS1 inhibited invasion but not migration of HUVEC cells. It has been previously reported that stimulation of endothelial cells by tumor cells establishes an endothelial phenotype consistent with the initial stages of angiogenesis [10, 19]. Although U87-overexpressing *h*HSS1 cells did not inhibit HUVEC migration, restraint of relevant morphological changes indicative of early angiogenesis were noted in HUVECs that invaded the matrix (i.e. HUVECs did not align themselves to form net-like structures relative to the control cells). Inhibition of net-like formation of HUVEC in co-cultures is consistent with the action of angiogenesis inhibitors like angiostatin and endostatin [10]. Additionally, we found that treatment of HUVEC cells with purified *h*HSS1, efficiently inhibited HUVEC tube formation ability, indicating that there is a direct functional relation between *h*HSS1 and HUVEC cells. Further mechanistic studies are required to determine how *h*HSS1 inhibits tube formation. However, our microarray data of U87 glioma cells indicated that *h*HSS1 down-regulated genes involved in angiogenesis, including *THBS1* and *APLN*. 

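Of 36 measured angiogenesis factors and inhibitors, 6 fell and 3 rose in U87-hHSS1 against mock cells, with the same counts when adjusted over the list alone. Both stimulators and inhibitors of vessel growth were among them. TIMP3, an inhibitor of metalloproteinases and of vascular endothelial growth factor signaling, fell 11.5-fold, from 3799 ± 34.2 to 329.4 ± 12.7 (SD, n = 3 arrays), while ADAMTS1, a metalloproteinase with antiangiogenic activity, rose 2.88-fold, from 1015 ± 20.1 to 2933 ± 203. COL18A1, the precursor of endostatin, had a log2 fold change of -0.10 (adjusted p = 0.34 from limma). Against wild-type cells 4 of the list fell and 4 rose. TIMP3 measured 1465 ± 40.0 in wild-type cells, and its log2 fold change was -3.53 against mock and -2.15 against wild type, with -0.95 against mock for its other, dimmer probe set. For THBS1, whose level in mock cells was 11.3-fold that of wild-type cells, hHSS1 cells were 2.18-fold lower than wild-type cells. Over the list, the mean log2 fold change was -0.35 and its median 0.02. The list did not pass camera (adjusted p = 0.6), whereas fry gave an adjusted p of 1.3e-06. As 5 of its members are in the paper's tables, the list is not independent evidence.

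**Figure D3:**
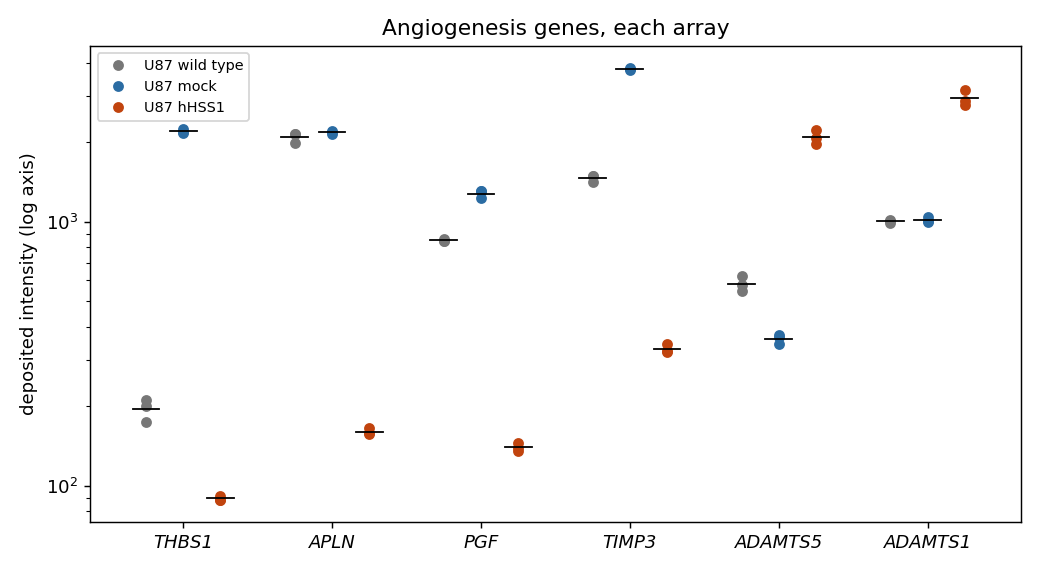
Deposited intensity (log axis) of 6 angiogenesis genes on each of the 9 arrays, with a black line at the mean of each group. THBS1 and TIMP3 are highest in mock cells, APLN and PGF are lower in hHSS1 cells than in both controls, and ADAMTS5 and ADAMTS1 are higher.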

THBS1 is reported to stimulate or inhibit cell adhesion, proliferation, motility and survival in a context-dependent and cell-specific manner [20]. Although THBS1 is a potent inhibitor of angiogenesis, N-terminal proteolytic and recombinant peptides related to THBS1 have clear pro-angiogenic activities mediated by beta-1 integrins [21]. Moreover, glioma cell lines secrete significant levels of THBS-1, and high levels of THBS1 have been found in glioma tissues [22, 23]. Among the most down-regulated genes in U87 is *APLN*, a ligand for the angiotensin-like 1 (APJ) receptor [7, 8]. *APLN* expression has been observed to be highly up-regulated in the microvasculature in brain tumors. In particular, *APLN* has been shown to be needed for intersomitic vessel angiogenesis and the promotion of angiogenesis in brain tumors [24]. It is of further interest that *ADAMTS5* was among the highly up-regulated genes. 

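ADAMTS5, a secreted metalloproteinase that cleaves aggrecan, measured 580.7 ± 37.1 in wild-type, 359.9 ± 15.3 in mock and 2088 ± 125 in hHSS1 U87 cells (SD, n = 3 arrays per group). It was 5.80-fold higher than in mock cells and 3.60-fold higher than in wild-type cells. On the log2 scale the change was 2.54, standard error 0.07, adjusted p = 3.5e-08 against mock and 1.85, standard error 0.07, adjusted p = 2e-07 against wild type, both from limma.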

ADAMTS5 is a metalloproteinase with the ability to slow tumor growth and diminish tumor angiogenesis, together with reduced tumor cell proliferation and increased tumor cell apoptosis [25]. The fact that *h*HSS1 strongly down-regulates *THBS-1* and *APLN*, and highly up-regulates *ADAMTS5* in the *h*HSS1-overexpressing cells is consistent with the observed *in vitro* results where angiogenesis was greatly suppressed by purified *h*HSS1. It is important to note that the GBM TCGA database analysis did not show a significant correlation between *hHSS1* and the expression of *APLN* and *THBS-1* genes, as observed for the microarray analysis using U87 *hHSS1*-overexpressing cells. This discrepancy could be due to potentially lower expression levels of *h*HSS1 in tumor tissues (not higher than 3.5-fold relative to normalization controls) compared to U87 cells ectopically overexpressing *h*HSS1 (11.7-fold). In addition, most of the 12 genes evaluated were expressed in the tumor tissue at relatively lower levels than 3.5-fold.

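On the arrays, C19orf63, the gene of hHSS1, measured 261.5 ± 8.34 in wild-type, 265.8 ± 19.3 in mock and 3102 ± 88.7 in hHSS1 U87 cells (SD, n = 3 arrays per group). It was 11.7-fold higher than in mock cells and 11.9-fold higher than in wild-type cells. The log2 fold change was 3.55, standard error 0.064, adjusted p = 6.3e-09 against mock and 3.57, standard error 0.064, adjusted p = 1.5e-08 against wild type, both from limma, and between the controls it was 0.02. C19orf63 encodes a subunit of the endoplasmic reticulum membrane protein complex, and of the 10 measured subunits of that complex it was the 1 that was called, also when adjusted over the list alone.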

It was recently suggested that *BRCA1-2* carriers present higher expression of angiogenic factors VEGF, HIF-1a and higher microvessel density than in sporadic cancers [26], thus providing a link between *BRCA* genes and angiogenesis. Interestingly, the analysis of GBM dataset from TCGA revealed a highly significant inverse correlation between *h*HSS1 and *BRCA2* expression, and that the levels of *BRCA2* expression on HSS1-high gliomas were also significantly lower than on HSS1-low expression gliomas. This finding is intriguing in light of tube formation data that suggested purified *h*HSS1 inhibits HUVEC tube formation, thus implicating a role of *h*HSS1 in angiogenesis. It has been shown that *BRCA2*-defective cancer cells or treatment of cancer cells with *BRCA2* siRNA significantly reduces *BRCA2* protein and mRNA expression, leading to tumor radio-sensitization *in vitro* and *in vivo*, mainly through the inhibition of homologous recombination repair [27, 28]. Moreover, knockdown of BRCA2 greatly sensitizes glioma cells to DNA double strand breaks and the induction of cell death following temozolomide and nimustine treament [29].

*ADAMTS1* is a protease commonly up-regulated in metastatic carcinoma. *ADAMTS1* processing of versican is important in cell migration during wound healing and endothelial cell invasion [30, 31]. In addition, up-regulation of *ADAMTS1* in tumors participate in the remodeling of the peritumoral stroma, tumor growth and metastasis [32]. Our analysis from the TCGA database suggest a significant inverse correlation between *h*HSS1 and *ADAMTS1* expression, which is consistent with a role of *h*HSS1 in inhibition of tumor growth, progression and metastasis. GBM from TCGA also revealed a significant positive correlation between *h*HSS1 and endostatin (*COL18A1*) expression. Endogenous expression of endostatin by C6 glioma cells result in a reduced tumor growth rate *in vivo* that is associated with inhibition of tumor angiogenesis [33]. Further studies are required to clarify a correlation between a down-regulatory effect of *h*HSS1 on *BRCA2* and *ADAMTS1* genes as well as a direct correlation between *h*HSS1 and endostatin. However, our data suggest that *h*HSS1 could also potentially be developed as an adjuvant therapy for the effective treatment of gliomas.

It was reported that endostatin blocks VEGF-induced tyrosine phosphorylation of KDR/Flk-1 and activation of ERK, p38 MAPK, and p125FAK in human umbilical vein endothelial cells [34]. IPA top molecular network analysis in A172 cells showed that several genes down-regulated by *h*HSS1 are target genes regulated by VEGF or genes responsible for ERK regulation. Development of endostatin has been undertaken for the treatment of gliomas based on extensive preclinical data [35]. The mechanism of action focused on inhibition of angiogenesis highlights the possibility of combining *h*HSS1 and endostatin in the potential treatment of glioma. A potential synergistic effect could even lead to dose reductions in the level of administered therapeutic agent.

Angiogenesis is a complex process that involves the activation, proliferation, migration and invasion of endothelial cells to form new capillaries from existing blood vessels. The endothelial cells involved in tumor development dissolve their surrounding extracellular matrix, migrate toward the tumor, proliferate and form a new vascular network [36]. The anti-angiogenic effect of *h*HSS1 seems to correlate with the effect of the potent angiogenesis inhibitor endostatin [37], in that both proteins are extracellular proteins with the ability to negatively regulate HUVEC cell migration, invasion, tube formation as well as invasion of tumor cells [38].

## Conclusions

It has been proposed that the ideal cancer-therapy should be directed at two distinct cell populations, a tumor cell population and an endothelial cell population, each of which can stimulate growth of the other [39, 40]. Combined treatment of each cell population may be better than treatment of either compartment alone [41]. Our microarray and *in vitro* data suggest that *h*HSS1 protein is involved in the negative regulation of fundamental biological processes such as cell proliferation, migration, invasion, tumorigenesis and angiogenesis. Therefore, *h*HSS1 could be a potential therapeutic to target not only glioma tumor cells growth, but also endothelial cell neo-vascularization, and could provide a novel therapeutic intervention along with chemotherapy.

## Abbreviations

DEGs: Differentially expressed genes
ER: Endoplasmic reticulum
FC: Fold-change
IPA: *h*HSS1: Human hematopoietic signal peptide-containing secreted 1
HUVEC: Human umbilical vein endothelial cells
IPA: Ingenuity pathway analysis
GBM: Glioblastoma
TCGA: The cancer genome atlas.

How the deposited data were processed for this re-analysis (not part of the article)

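Gene expression was measured with Affymetrix Human Gene 1.0 ST arrays in 3 groups of U87 cells: untransfected wild-type cells, 1 line of empty-vector (mock) cells and 1 clone expressing hHSS1. The sample labels call the mock line a stable clone. Each group had 3 arrays, described as technical replicates of U87 RNA, so that errors and p-values describe arrays and not independent clones. The A172 arrays were not analysed here because no processed values for them were among the files used.

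The authors made the deposited intensity values from the scanned arrays with dChip or Partek, normalized between arrays as deposited, and the paper's text does not say which of them served for U87 or how background correction and normalization were done. The values are linear intensities, 1 for each of 33252 probe sets and 9 arrays, with a median of 157.9 over all values. Array medians of 151.3 to 164.3 show that the arrays had been brought to a common level. As a measure of depth, 7.19% to 8.07% of the values of an array were under 16. The 3 arrays of a group correlated with each other at 0.9877 to 0.9933.

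log2 of each value was taken. Of the probe sets, 19193 carry exactly 1 gene symbol, 1477 carry several and 12582 carry none, and the latter groups were left out. The probe set with the highest mean over the 9 arrays stood for its gene, which gave 18163 genes. Symbols were matched to the RefSeq annotation of GRCh38.p14 for current names and chromosomes, which found 18133 of them and updated 953. The gene of hHSS1 appears as C19orf63, now EMC10.

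limma 3.58.1 in R 4.3.3 was fitted with 1 mean per group over all 9 arrays (6 residual and 2.334 prior degrees of freedom), with contrasts of hHSS1 against mock, hHSS1 against wild type and mock against wild type. A gene was called at an adjusted p (Benjamini-Hochberg over all genes) under 0.05 and a change of at least 2-fold, and calls were also made with the adjustment over the members of a list alone. Standard errors are limma's, and fold changes are ratios of geometric means. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

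The genes named in the text follow a rule set before the data were examined. It takes C19orf63, every gene the paper names for U87 in its tables, text and legible figure labels, the 12 genes it compared in TCGA, the 15 largest increases and 15 largest decreases against mock among called genes whose arrays do not overlap, the 8 largest in each direction of the other contrasts, up to 4 called members per list, the genes called in opposite directions against the controls, and ACTB and RPL32. The paper's own values for the genes of its tables had been seen.

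In all, 33 lists of genes were written before the data were examined and tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a contrast. They cover the BRCA1 and Fanconi response, ATM signaling, polo-like kinases, chromosome segregation, DNA replication, E2F and G1/S regulators, histones, p53 targets, hypoxia, cholesterol synthesis, the unfolded protein response, the endoplasmic reticulum membrane protein complex, angiogenesis, extracellular matrix, invasion, inflammatory cytokines, immediate early genes, YAP targets, TGF-beta targets, interferon-stimulated genes, lysosome, metallothioneins, cancer/testis antigens, interleukins, the genes compared in TCGA, the genes called concordant with A172, endothelial, myeloid, astrocyte, neuron and epithelial markers, ribosomal proteins and housekeeping genes. Of their members, 87 had no matched gene among those tested. The median log2 fold change of each of 23 chromosomes (18110 genes) was compared with that of all genes by 10000 permutations.

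Alternatives set before the data were examined were quantile normalization, centring of each array on its median, adding 16 before the log, only the 12017 brighter genes, the mean of all probe sets of a gene, trend and robust moderation, only the 2 groups compared, a replicate block, leaving out each array, 4 other thresholds, every probe set, and for lists an estimated correlation, ranks and the rotation test fry. Every 3 against 3 comparison was repeated over its 10 splits of the arrays, and the comparison with both controls over 100 drawn splits.

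The procedure was tested on simulated data with the spread of these arrays. It called 0 of 40 genes changed 1.5-fold, 17 of 40 changed 2-fold and 40 of 40 changed 3-fold, and 1 of 17963 unchanged genes. A list shifted by 0.5 was called in 20 of 20 draws and unchanged lists in 0 of 600 tests by camera. The 0 of 600 is not an error rate for the real lists. With an estimated correlation, their calls in hHSS1 against mock fell from 22 to 5. A chromosome raised by 0.2 was found, with 0 others. Genes without a probe set of their own, or absent from the values used, are given as not analysed here.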

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

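The comparisons by limma, the other normalizations, the leaving out of each array and the tests of chromosome copy number were set before their results were seen. The other tests in this part were chosen after. The paper does not report comparisons of expression with wild-type cells on the arrays, and signals in them are given first. Mock cells differed from wild-type cells in 150 genes, 79 higher and 71 lower, and hHSS1 cells differed from wild-type cells in 909 genes (n = 3 arrays per group, limma). All 150 had arrays that did not overlap, where chance gives 10% of genes and 36.4% of all genes had it. As the genes were called on these same arrays, the separation largely follows from the call and is not separate evidence.

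Of the genes of Table 1 and Table 2, 17 differed between mock and wild-type cells, and the 11 that did so at least 4-fold are given first. Mock cells were lower than wild-type cells for IL13RA2 (log2 fold change -5.87, and -5.24 with 16 added before the log), the transcript LOC151760 (-3.82) and the interleukin-1 receptor antagonist IL1RN (-2.53). Mock cells were higher for THBS1 (3.50), the motility factor ELMO1 (2.58), GLB1L2 (2.51), the receptor phosphatase PTPRF (2.31), the insulin-like growth factor binding protein IGFBP1 (2.30), the basement membrane protein NID1 (2.12), the adaptor DOK5 (2.08) and BEND5 (2.05). The other 6 were ATP6V0D2 (-1.48), PNLIPRP3 (-1.57), RSPO3 (-1.26), TIMP3 (1.38), GPR155 (1.10) and C4orf49 (1.11). With 16 added before the log, the differences of NID1 (3.84-fold), DOK5 (3.75-fold) and BEND5 (3.99-fold) lay under 4-fold. IGFBP1 measured 314.8 ± 16.2 in wild-type, 1546 ± 34.4 in mock and 217.1 ± 23.3 in hHSS1 cells (SD, n = 3), and NID1 91.9 ± 5.97, 398.3 ± 2.83 and 49.0 ± 4.91.

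The departure of the mock line could come, among other causes, from the authors' scaling, 1 deviating array, copy number, the line itself or its culture. With quantile normalization or median centring at least 144 genes were called, and without any 1 of the 9 arrays at least 146, which argues against scaling and a single array as the whole cause. Of the 150 genes, 18 (12.0%) lay on chromosomes shifted in their direction, whereas most of them were expected there for copy number of whole chromosomes. Of the 150, 37 (24.7%) were called in the same direction in hHSS1 cells, which carry the same vector and selection, against wild type, which argues against vector or selection acting alike in both lines as the whole cause. The picking of 1 clone, and an effect of vector or selection that hHSS1 undoes, cannot be told apart, because 1 mock line was on the arrays. Differences between the cultures of mock and wild-type cells were not tested, as the methods do not say how the plates relate to the arrays.

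Genes of chromosome segregation were lower in hHSS1 cells than in both controls. The weakest mean log2 fold change against mock with quantile normalization or median centring was -1.73, and 6 of the 54 lower genes (11.1%) lay on chromosomes shifted down, which argues against scaling and against copy number of whole chromosomes. An effect of hHSS1 and the picking of 1 hHSS1 clone cannot be told apart, because 1 clone was on the arrays. Differences between the cultures, such as their density at harvest, were not tested either.

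Splits of 6 arrays into groups of 3 number 10, too few for a share under 0.05. The real splits called 1034, 909 and 150 genes in hHSS1 against mock, hHSS1 against wild type and mock against wild type, and the highest of the other splits called 0 in each (1 split of 10 as large, the real one). For the same comparisons the real splits called 22, 18 and 18 lists, and the highest of the others 15, 15 and 8 (1 split of 10 in each). For hHSS1 against both controls, 3 of 100 splits gave as many genes as the real 697, and the highest other gave 803. The 2 other splits that reach it keep the 3 hHSS1 arrays together and mix the controls, and the highest count of a split that parts the hHSS1 arrays was 21. Genes called in opposite directions against the controls numbered 3, and 1 of 100 splits, the real one, gave as many (highest other 0). As the arrays of a group are described as technical replicates of 1 line, these splits set differences between lines against the noise of arrays. Differences between clones or cultures that arise by chance stay open.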

How the results depend on the processing

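All alternatives in this part were set before the data were examined. For hHSS1 against mock, 189 of the genes named in the text were recomputed in 3208 alternatives. Of these alternatives, 3203 gave the same call, 4 a weaker one, 1 a stronger one and 0 a reversed direction. Alternatives that leave the ratio of hHSS1 to mock as it is are among them, and many of the genes were named for large changes. Much of this agreement therefore follows from the construction of the tally. TNFRSF19 fell under the 2-fold minimum with 16 added before the log (-0.91), without hHSS1 replicate 3 (-0.93) and without mock replicate 1 (-0.97), ACAT2 with 16 added (-0.93), and WEE1 passed it with the mean of all probe sets (-1.21). C19orf63 kept its call in each alternative run. Calls against wild type are not part of this tally. With 16 added before the log, those of DOK5 (log2 fold change -0.885), MCM8 (-0.997), THBS1 (1.999-fold lower) and RARB (0.932) were lost.

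Counts are given as hHSS1 against mock, hHSS1 against wild type, mock against wild type and hHSS1 against both controls, each as higher and lower, then opposite directions. Quantile normalization gave 422 and 617, 344 and 571, 75 and 69, 247 and 446, then 3, and a replicate block 367 and 665, 301 and 606, 77 and 68, 218 and 477, then 3. Leaving out 1 array gave ranges of 359 to 384 and 656 to 687, 282 to 317 and 592 to 628, 75 to 81 and 67 to 72, 204 to 223 and 471 to 492, then 2 to 3. Median centring, 16 added before the log, brighter genes, the mean of probe sets, trend and robust moderation, only the 2 groups compared and an unadjusted p under 0.05 with 2-fold also stayed within 1.5 times of each count.

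An unadjusted p under 0.001 with at least 1.5-fold gave 998 and 1457, 881 and 1327, 270 and 237, 657 and 1057, then 12. An adjusted p under 0.05 with no fold minimum gave 3122 and 3549, 3514 and 3460, 1464 and 1322, 2343 and 2742, then 123. At least 4-fold gave 43 and 136, 31 and 124, 16 and 13, 22 and 92, then 0. These counts moved by the construction of the thresholds. With every probe set, 33252 instead of 18163 were tested, and 1014 were lower in hHSS1 and 124 in mock cells against wild type.

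With an estimated correlation, camera called 5 lists instead of 22 in hHSS1 against mock, 9 instead of 18 in hHSS1 against wild type and 0 instead of 18 in mock against wild type. The 5 are chromosome segregation, DNA replication, histones, the BRCA1 and Fanconi response and the genes concordant with A172. The rotation test fry called 31, 30 and 24. For hHSS1 against mock alone, 660 list alternatives were run, of which 627 gave the same call, 24 a weaker and 9 a stronger one, and 0 reversed. The cause was not tested. The fold of a gene can depend on the probe set used. Against mock, TIMP3 had a log2 fold change of -3.53 for the probe set used and -0.95 for the other, ELMO1 had -2.57 and -3.43, and WEE1 had -0.93 and, for its others, -1.03 and -1.68. Same-numbered arrays correlated at -0.201 to 0.01 after group means were removed, so the replicate numbers give no visible pairing.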

Differences from the paper's values

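The paper's fold changes of hHSS1 against vector control were compared for 57 genes, of which 6 differ by the rule used and 51 do not. A value differs when it lies more than 1.5 times from the paper's and by more than the SD of the arrays, or for IL13RA2 and C19orf63 by 1.5 times alone. The array values and the paper's are on the same scale of signed fold changes. Among the 51, 5 genes differ in an alternative alone. With 16 added before the log IL13RA2 was 73.85 (the paper's 112.836), ATP6V0D2 11.35 (the paper's 17.409), ELMO1 -5.276 (the paper's -7.918) and TEK 1.439 (the paper's 2.2). TEK was 1.401 without hHSS1 replicate 2, and TIMP3 -4.714 with the mean of all probe sets (the paper's -10.898). Mock cells depart from wild-type cells for IL13RA2, ATP6V0D2, ELMO1 and TIMP3. ANKRD1, a nuclear factor, was 12.34 here (the paper's 7.661), and of 17 alternatives set before the data were examined, 16 differ and adding 16 before the log does not. GABRA2, a GABA receptor subunit, was 3.873 (the paper's 6.791) and differs in 17 of 17. The kinesin KIF15 was -4.272 (the paper's -6.494) and differs in 15 of 17, not without hHSS1 replicate 1 and not without hHSS1 replicate 2. MT1M was -1.33 (the paper's -11.858) and differs in 17 of 17. BEND5 was -36.24 (the paper's -12.104) and differs in 17 of 17, and mock cells depart from wild-type cells by 2.05 on the log2 scale for it. HIST1H1A was -26.26 (the paper's -15.458), and 16 of 17 differ and adding 16 before the log does not. Alternatives that leave the ratio of hHSS1 to mock as it is are among the 17, and for each of the 6 genes the value moved in 9 of them.

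The paper counts 1034 genes at a 2-fold change and does not state beside the count whether its p was adjusted. The notes of Table 1 and Table 2, which it cites there, give a q of at most 0.05 for the listed fold changes. Here 1034 genes passed with an adjusted p under 0.05 and 1037 with an unadjusted p under 0.05, which does not show that the genes are the same. It names THBS1 and HIST1H1A as most lowered, whereas BEND5 (-5.18) fell more than HIST1H1A (-4.71) and THBS1 (-4.63), with BEND5 and THBS1 departing in mock cells by 2.05 and 3.50. Of 22 genes at or above the smallest fold of Table 1, 13 are in that table and 9 are not, and of 48 at or beyond the smallest fold of Table 2, 30 are in it and 18 are not. Genes not in them include ASPHD1 (26.2-fold higher), PCLO, G0S2, ISOC2 (8.36-fold higher, with arrays at 2069, 2506 and 547.4), SYNPO (log2 fold change -3.43), GJB2 (-3.92) and SERPIND1 (-3.49).

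The paper gives TEK as raised in U87 cells, and here it had a log2 fold change of 0.61 (adjusted p = 0.0029 from limma), called with an unadjusted p under 0.001 and 1.5-fold and with no fold minimum. It gives FAM64A among the lowered concordant genes, and here it had -0.77, called at the same 2 settings, with 12 of the other measured genes lower as the paper states and TAF4B higher. Among the 12 is JAM2, which the paper also lists among the genes raised in A172 cells. The paper draws WEE1 as lowered in an IPA network, for which it gives a cutoff of P under 0.001 and at least 1.5-fold. Here WEE1 had -0.93, which passes that cutoff (unadjusted p = 2.6e-08 from limma), so the drawing is not in conflict with these values. WEE1 is also called with no fold minimum and with the mean of all probe sets. Of the 23 measured genes read from that network, ANKRD1 not among them, 17 were lower. MT1M had a log2 fold change of -0.41 and is called with no fold minimum. It states that E2F5 alone rose in the BRCA1 pathway, and here E2F5 had 0.17 (adjusted p = 0.52 from limma) and is called in no setting run, with 0 of 32 genes of the BRCA1 and Fanconi list higher.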

Other observations

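The lists, the chromosome shifts and the genes named by size were set before the data were examined, and the counts of splits were chosen after. Values are hHSS1 against mock unless stated, from limma with n = 3 arrays per group, and list counts are the same when adjusted over the list alone. No list is independent evidence where its members are in the paper's tables.

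Of 35 measured genes of the unfolded protein response, 4 rose and 0 fell, with a mean log2 fold change of 0.46 (adjusted p = 7.9e-08 from camera and adjusted p = 0.091 with an estimated correlation), and against wild type 8 rose (mean 0.66, adjusted p = 0.043 with an estimated correlation). DDIT3, a stress-induced transcription factor, rose 4.67-fold, from 603.6 ± 35.9 to 2819 ± 78.1 (SD), the chaperone cofactor DNAJB9 2.36-fold and HERPUD1, of protein degradation at the endoplasmic reticulum, 2.12-fold. Of 31 measured lysosome genes, 6 rose and 0 fell, with a mean log2 fold change of 0.52 (adjusted p = 1.7e-06 from camera and adjusted p = 0.17 with an estimated correlation), 1 of them in Table 1, and the protease CTSL rose 2.82-fold and the autophagy protein WIPI1 2.59-fold. Against wild type 6 of these rose and 0 fell (mean 0.56, adjusted p = 8.8e-07 from camera and adjusted p = 0.18 with an estimated correlation). Of 27 measured p53 target genes, 4 rose and 1 fell, with a mean log2 fold change of 0.40 (adjusted p = 0.00081 from camera and adjusted p = 0.15 with an estimated correlation), with GDF15 in Table 1, SPATA18 3.24-fold higher and the polymerase POLH 2.82-fold lower. Against wild type 2 of these rose and 1 fell (mean 0.25, adjusted p = 0.082 from camera and adjusted p = 0.47 with an estimated correlation). SPATA18 was not called there (log2 fold change 0.92). Of 33 measured inflammatory cytokines and NF-kB targets, 10 rose and 2 fell, with a mean log2 fold change of 0.50 (adjusted p = 0.0034 from camera and adjusted p = 0.39 with an estimated correlation), 2 of them in Table 1, and TNFAIP6, a hyaluronan-binding protein, rose 3.72-fold and the chemokine CCL20 2.85-fold. Against wild type 8 of these rose and 2 fell (mean 0.42, adjusted p = 0.013 from camera and adjusted p = 0.51 with an estimated correlation). CCL20 was not called there (log2 fold change 0.67).

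Of 37 measured hypoxia-inducible genes, 0 rose and 18 fell, with a mean log2 fold change of -1.15 (adjusted p = 3.7e-18 from camera and adjusted p = 0.082 with an estimated correlation), 4 of them in Table 2, and against wild type 12 fell and 1 rose (mean -0.82, adjusted p = 0.1 with an estimated correlation). EGLN3, a prolyl hydroxylase that targets HIF, fell 7.38-fold against mock and 2.61-fold against wild type. Of 38 measured extracellular matrix genes, 0 rose and 13 fell, with a mean log2 fold change of -0.73 (adjusted p = 2.1e-07 from camera and adjusted p = 0.21 with an estimated correlation), 3 of them in Table 2, whereas against wild type 3 rose and 5 fell (mean -0.07). Between mock and wild type 7 of them rose (mean 0.66, adjusted p = 1.4e-18 from camera and adjusted p = 0.12 with an estimated correlation). The collagen COL5A1 fell 6.24-fold and COL1A1 6.91-fold against mock. Of 22 measured YAP and TEAD targets, 1 rose and 4 fell, with a mean log2 fold change of -0.36 (adjusted p = 0.0041 from camera and adjusted p = 0.21 with an estimated correlation), 2 of them in the paper's tables, with the matricellular protein CCN2 6.32-fold lower and ANKRD1 higher. Against wild type 1 of these rose and 3 fell (mean -0.22, adjusted p = 0.015 from camera and adjusted p = 0.35 with an estimated correlation). Of 24 measured TGF-beta and Smad targets, 1 rose and 5 fell, with a mean log2 fold change of -0.62 (adjusted p = 0.00054 from camera and adjusted p = 0.13 with an estimated correlation), 2 of them in Table 2, and PMEPA1 was 2.74-fold lower against mock with a log2 fold change of -0.09 against wild type. Against wild type 0 of these rose and 4 fell (mean -0.32, adjusted p = 0.013 from camera and adjusted p = 0.24 with an estimated correlation).

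Of 29 measured genes of cholesterol and fatty acid synthesis, 0 rose and 2 fell, with a mean log2 fold change of -0.17 (adjusted p = 0.041 from camera and adjusted p = 0.37 with an estimated correlation), the desaturase SCD (2.16-fold) and ACAT2 (2.06-fold). The call of this list is lost without hHSS1 replicate 1 (adjusted p = 0.09). Against wild type 0 of these rose and 4 fell (mean -0.40, adjusted p = 1.4e-06 from camera and adjusted p = 0.071 with an estimated correlation). Of 30 measured interferon-stimulated genes, 0 rose and 2 fell, 1 of them in Table 2. OAS3, which makes the activator of RNase L, fell 2.17-fold. The 30 genes had a mean log2 fold change of -0.14 (adjusted p = 0.58 from camera and adjusted p = 0.00039 from fry). Against wild type 0 of these rose and 1 fell (mean -0.04, adjusted p = 0.9 from camera and adjusted p = 0.9 with an estimated correlation). OAS3 was not called there (log2 fold change -0.91). Of 10 measured genes that the paper compares in TCGA, 1 rose and 4 fell, with a mean log2 fold change of -0.95 (adjusted p = 0.027 from camera and adjusted p = 0.3 with an estimated correlation), 2 of them in Table 2, and EGFR, STAT3 and CDKN2A had log2 fold changes of -0.07, -0.04 and 0.13. Against wild type 1 of these rose and 3 fell (mean -0.48, adjusted p = 0.21 from camera and adjusted p = 0.57 with an estimated correlation). Between mock and wild type the mean was 0.47, with THBS1 at 3.50. The gene of this list that rose was ADAMTS1 (2.88-fold against mock and 2.92-fold against wild type), whereas the paper reports its inverse correlation with hHSS1 in TCGA. COL18A1, for which the paper reports a positive correlation, had a log2 fold change of -0.10 against mock (adjusted p = 0.34 from limma). BRCA2, its other significant correlation, was not analysed here. Of 29 measured ribosomal protein genes, 0 were called by limma and 8 had an unadjusted p under 0.05, with a mean of 0.10 (adjusted p = 0.023 from camera, adjusted p = 0.5 with an estimated correlation, and adjusted p = 0.008 from fry). Of 10 measured housekeeping genes, 0 were called by limma and 9 had an unadjusted p under 0.05, with a mean of -0.39 (adjusted p = 0.00045 from camera, adjusted p = 0.14 with an estimated correlation, and adjusted p = 2.8e-06 from fry). The call of the ribosomal list is lost without mock replicate 3 (adjusted p = 0.057) and without hHSS1 replicate 3 (adjusted p = 0.081), and both lists kept their sign in each alternative run. ACTB had -0.19.

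Of 12 measured endothelial markers, 0 were called by limma and 4 had an unadjusted p under 0.05 (mean 0.12, adjusted p = 0.42 from camera and adjusted p = 0.0026 from fry). Of 9 measured epithelial markers, 0 were called by limma and 0 had an unadjusted p under 0.05 (mean 0.14, adjusted p = 0.42 from camera and adjusted p = 0.064 from fry). Of 11 myeloid markers C3AR1, which is in Table 1, rose and 0 fell (mean 0.32, adjusted p = 0.54 from camera and adjusted p = 8.6e-05 from fry). Of 10 astrocyte markers the fatty acid binding protein FABP7 fell 3.94-fold and 0 rose. Their mean was -0.23 (adjusted p = 0.58 from camera and adjusted p = 0.0028 from fry). Of 12 neuron markers 3 rose and 2 fell (mean 0.18, adjusted p = 0.7 from camera and adjusted p = 0.00022 from fry). NCAM2 and GABRA2 of Table 1 were higher, and NEFM (3.47-fold) and SNAP25 (2.27-fold) were lower. NEFM and SNAP25 were not called against wild type (-0.24 and -0.62).

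RARB, a retinoic acid receptor, was lower in hHSS1 than in mock cells and higher than in wild-type cells (log2 fold changes -1.37 and 1.01), and the metalloproteinase MMP12 (1.92 and -1.31) and CEP15 (1.74 and -1.34) went the other way. With 16 added before the log RARB had 0.93 against wild type, under the 2-fold minimum. The matrix proteoglycan LUM measured 75.5 ± 6.2 in wild-type, 567.3 ± 25.5 in mock and 793.2 ± 5.77 in hHSS1 cells (SD, n = 3), and the elastase inhibitor PI3 11270 ± 175, 3606 ± 62.6 and 900.2 ± 119.

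Small shifts of whole chromosomes were called for 3 chromosomes in hHSS1 against mock (chromosome 2, -0.044, chromosome 4, 0.038, and chromosome 20, -0.049), for 5 in hHSS1 against wild type and for 4 in mock against wild type, the largest being 0.093 and 0.051 on the log2 scale, both on chromosome 18. Splits of the 6 arrays number 10, too few for a share under 0.05. As many chromosomes were shifted in 7, 1 and 2 of the 10 splits, the real one included, and the highest of the other splits shifted 5, 4 and 5.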
